# *Crym*-positive striatal astrocytes gate perseverative behaviour

**DOI:** 10.1038/s41586-024-07138-0

**Published:** 2024-02-28

**Authors:** Matthias Ollivier, Joselyn S. Soto, Kay E. Linker, Stefanie L. Moye, Yasaman Jami-Alahmadi, Anthony E. Jones, Ajit S. Divakaruni, Riki Kawaguchi, James A. Wohlschlegel, Baljit S. Khakh

**Keywords:** Astrocyte, Neural circuits, Cellular neuroscience, Neurological manifestations, Psychiatric disorders

## Abstract

Astrocytes are heterogeneous glial cells of the central nervous system^1–3^. However, the physiological relevance of astrocyte diversity for neural circuits and behaviour remains unclear. Here we show that a specific population of astrocytes in the central striatum expresses μ-crystallin (encoded by *Crym* in mice and *CRYM* in humans) that is associated with several human diseases, including neuropsychiatric disorders^4–7^. In adult mice, reducing the levels of μ-crystallin in striatal astrocytes through CRISPR–Cas9-mediated knockout of *Crym* resulted in perseverative behaviours, increased fast synaptic excitation in medium spiny neurons and dysfunctional excitatory–inhibitory synaptic balance. Increased perseveration stemmed from the loss of astrocyte-gated control of neurotransmitter release from presynaptic terminals of orbitofrontal cortex–striatum projections. We found that perseveration could be remedied using presynaptic inhibitory chemogenetics^8^, and that this treatment also corrected the synaptic deficits. Together, our findings reveal converging molecular, synaptic, circuit and behavioural mechanisms by which a molecularly defined and allocated population of striatal astrocytes gates perseveration phenotypes that accompany neuropsychiatric disorders^9–12^. Our data show that *Crym*-positive striatal astrocytes have key biological functions within the central nervous system, and uncover astrocyte–neuron interaction mechanisms that could be targeted in treatments for perseveration.

## Abstract (web summary)

In mice, a population of astrocytes in the central striatum, characterized by expression of μ-crystallin, has a role in perseveration phenotypes that are often associated with human neuropsychiatric disorders.

## Main

Astrocytes are vital components of neural circuits, and have essential roles in physiology and disease^3,13^. They interact with neurons in multiple species and are predominant glial cells that tile the central nervous system (CNS). Understanding how astrocytes contribute to physiological and pathological processes in the CNS is an emerging topic, with many fundamental open questions.

An important advance has been the discovery that astrocytes are heterogeneous, comprising multiple populations that exhibit diverse properties across different brain regions^1–3,14–18^. Collectively, these data show that specialized astrocytes exist in specific brain regions, and identify their associated neural circuits. However, these studies do not reveal the functions of defined astrocytes in any brain region. Furthermore, how specific populations of astrocytes contribute to the neural circuits in which they reside, and the consequences for physiology, behaviour and disease, remain unclear.

Here, through several lines of evidence, we report the discovery of precisely anatomically allocated *Crym*-positive striatal astrocytes. We show that this population of astrocytes regulates perseveration phenotypes that exist in psychiatric and neurological disorders^9–12^, including obsessive-compulsive disorder (OCD) and Huntington’s disease (HD), in which the expression of *CRYM* is reduced in post-mortem human tissue^5–7^. Our study reveals the synaptic mechanism by which *Crym*-positive astrocytes gate perseveration, and sheds light on the physiology of μ-crystallin—a hitherto incompletely investigated protein that is associated with multiple human disorders—in the CNS^4^.

## *Crym*^+^ striatal astrocytes

Evidence for astrocyte diversity is derived from studies of gene expression in various regions of the CNS in adult mice^1–3,14–18^. Within the striatum, the largest nucleus of the basal ganglia, astrocytes are separable, expressing distinct sets of genes relative to other areas of the CNS^14,15^. In particular, striatal astrocytes highly express a gene called *Crym* (Fig. 1a), which encodes μ-crystallin (ref. ^4^). μ-crystallin is a poorly understood cytosolic protein that has been suggested to function as a ketimine reductase^19^ or to bind NADPH to buffer the thyroid hormone T3, thus controlling the effects of T3 on gene expression^4,20^. *CRYM* is associated with muscle dysfunction, malignancy and non-syndromic deafness^4,20^. In the mouse CNS, *Crym* is found in populations of cortical, hippocampal and amygdala neurons^21,22^. In humans, *CRYM* is highly expressed in the striatum, and has been associated with disorders such as HD, amyotrophic lateral sclerosis and schizophrenia^4^. Little is known about brain μ-crystallin, and nothing is known about the physiology of *Crym*^+^ striatal astrocytes.

**Fig. 1:**
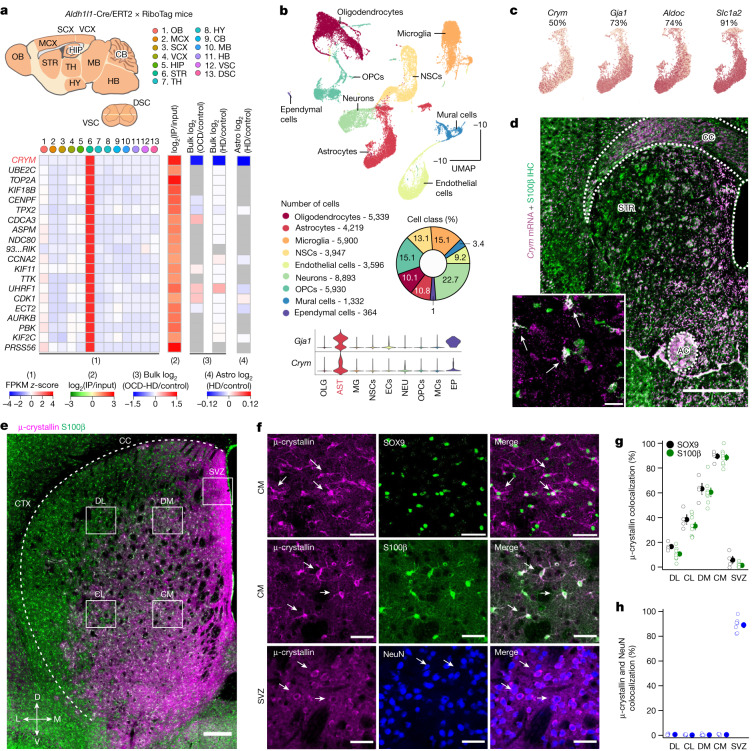
A molecularly defined and allocated *Crym*^+^ population of striatal astrocytes. **a**, Top 20 striatal-astrocyte-enriched genes from RNA-seq^15^ of 13 brain areas: OB, olfactory bulb; MCX, motor cortex; SCX, somatosensory cortex; VCX, visual cortex; HIP, hippocampus; STR, striatum; TH, thalamus; HY, hypothalamus; CB, cerebellum; MB, midbrain; HB, hindbrain; DSC, dorsal spinal cord; VSC, ventral spinal cord. The fragments per kilobase per million mapped fragments (FPKM) *z*-score shows the 20 striatal-astrocyte-enriched genes as compared with other areas and their enrichment (log_2_ immunoprecipitated (IP)/input). The orphan gene 9330182L06RiK has been abbreviated as 93...RiK in **a**. The other heat maps show the genes plotted from bulk RNA-seq data from human OCD^5^ and HD^6^ and in astrocytes from individuals with HD^7^ relative to control individuals. **b**, scRNA-seq of two-month-old striatum optimized for cellular diversity^23^, as seen in cell-class percentages. Uniform manifold approximation and projection (UMAP) of 39,156 cells from the striatum shows cell classes, including astrocytes. Violin plots show astrocyte enrichment of *Gja1* and *Crym* (*n* = 4 mice). OLG, oligodendrocytes; AST, astrocytes; MG, microglia; NSCs, neural stem cells; ECs, endothelial cells; NEU, neurons; OPCs, oligodendrocyte precursor cells; MCs, mural cells; EP, ependymal cells. **c**, *Crym* was expressed in around 50% of astrocytes; astrocytic markers were found in more. **d**, *Crym* mRNA expression along with S100β IHC; inset higher magnification (representative of *n* = 16 sections from 4 mice). Scale bars, 500 μm (main); 20 μm (inset). CC, corpus callosum. AC, anterior commissure. **e**, Images of µ-crystallin (magenta) and astrocytic S100β (green) IHC. µ-crystallin shows a dorsoventral and lateromedial spatial gradient (CTX, cortex; SVZ, subventricular zone; DL, dorsolateral striatum; DM, dorsomedial striatum; CL, centrolateral striatum; CM, centromedial striatum). Scale bar, 200 μm. **f**, Magnified images of µ-crystallin (magenta) and SOX9 (green), and μ-crystallin and S100β (green) IHC in the centromedial striatum (CM). μ-crystallin and NeuN IHC in the SVZ are also shown. Scale bars, 40 μm. **g**,**h**, Percentage of astrocytes (**g**; S100β^+^ and SOX9^+^) and neurons (**h**; NeuN^+^) expressing µ-crystallin (*n* = 4, 8 and 7 mice for SOX9, S100β and NeuN, respectively). The white arrows in panels d and f point to instances of co-localization in the images. Average data shown as mean ± s.e.m. and all statistics reported in Supplementary Table 5. Source Data

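The scRNA-seq libraries were made from dissociated striatum of untreated adult mice on the 10x Genomics platform, on which each droplet's RNA carries a barcode and each captured mRNA molecule a unique molecular identifier (UMI), so that copies made by PCR are counted once. The mice were 7 to 8 weeks old according to the paper and 8 to 10 weeks old according to the sample labels. Files of 2 libraries, replicates 1 and 2 of 1 condition, were used, and the number of mice behind the paper's values is given in its legend (Fig. 1b). For each library the authors deposited the number of UMIs on each of 32285 genes in each barcode that CellRanger, run on the mouse genome mm10, called a cell, without normalization. Library 1 held 6978 barcodes and 44597660 UMIs, with a median of 3852 UMIs per barcode, and library 2 held 5437 barcodes and 37982720 UMIs, with a median of 5375. The median number of detected genes was 1642.5 in library 1 and 2279 in library 2. The filters on cells, the removal of doublets, normalization and integration come after these files in the paper's methods and were rerun here after that description, at its clustering resolution of 0.08 on 30 principal components. The clustering left out 14 of the genes whose levels are reported, *Crym* and *Gja1* among them, and 97 cell-cycle genes, so that none of these defined a cluster. Other genes named below were not left out. Cells of a library are not independent replicates. Counts were therefore summed per library and group of cells, and the sums were compared with edgeR's quasi-likelihood test with the library as a block. The filters on cells, the resolution, the depth of the cells and the block each can change the numbers.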

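The cells of 2 libraries were grouped into 13 clusters, and all but 1 were named after their markers, giving 9 classes. Shares are of the 11995 cells analysed, 6783 in library 1 and 5212 in library 2, and are given as mean ± SD over the 2 libraries. Oligodendrocyte-like cells made up 20.1% ± 3.58, with 17.6% (exact binomial 95% confidence interval 16.7–18.5%) in library 1 and 22.6% (21.5–23.8%) in library 2. Astrocyte-like cells made up 19.2% ± 0.590, with intervals of 18.7–20.6% and 17.8–19.9% that overlap. Microglia-like cells made up 18.1% ± 2.24, endothelial-like cells 11.7% ± 0.241 and mural-like cells 4.64% ± 0.058. Neuroblast-like cells made up 13.3% ± 5.38, with 17.1% (16.2–18.0%) in library 1 and 9.48% (8.70–10.3%) in library 2, so the libraries differed beyond the counting error of the cells. This class also held cycling cells, and at a resolution of 0.32 it made up 8.78% beside a progenitor-like class of 4.52%. Oligodendrocyte precursor (OPC)-like cells were 5.50% ± 1.53, neuron-like cells 5.37% ± 0.514 and macrophage-like cells 1.41%. The remaining cluster, of 96 cells led by hemoglobin genes, stayed unnamed. No class was named ependymal-like. The paper's UMAP (Fig. 1b) covers 39,156 cells, another population than the 11995 here, so the shares have different denominators. The astrocyte-like share moved most, to 12.2%, when cells with 20% or more mitochondrial UMIs were left out.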

## Regionally allocated *Crym*^+^ striatal astrocytes

Because striatal astrocytes express disease-related genes^15,23^, we analysed post-mortem striatal data for individuals with OCD or HD and evaluated the top 20 genes enriched in striatal astrocytes^5–7^. Of these genes, *CRYM* was downregulated to similar levels (about 40% of control) in the caudate nucleus in individuals with OCD and those with HD^5–7^, and was within the top 4% of downregulated genes—including in mouse models of HD^7,24,25^—implying that *CRYM*^*+*^ astrocytes have key functions^4^ (Fig. 1a). Using single-cell RNA sequencing (scRNA-seq) in mice to preferentially sample non-neuronal cells^23^, we found that *Crym* was highly expressed in *Gja1*^+^ astrocytes, but largely absent in other cells (Fig. 1b). 

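*Crym* (ENSMUSG00000030905) lies on chromosome 7 of GRCm38, the build also called mm10, from 120186380 to 120202111 on the minus strand. In astrocyte-like cells its level was 1276 ± 205 CPM (UMIs scaled to the same total in every library and class; mean ± SD, n = 2 libraries), with 1131 (exact Poisson 95% interval 1099–1164) in library 1 and 1422 (1386–1458) in library 2. The next highest levels were 167 (147–188) and 87.8 (72.2–106) CPM in neuron-like cells and 57.5 (52.0–63.3) and 69.5 (60.4–79.6) CPM in neuroblast-like cells. In the remaining 6 named classes *Crym* lay between 4.54 and 35.0 CPM. These intervals cover counting error only. *Gja1* (ENSMUSG00000050953; chromosome 10, 56377330 to 56402513, plus strand), which encodes the gap junction protein connexin 43, stood at 1777 ± 351 CPM (SD, n = 2) in astrocyte-like cells and at no more than 118 CPM in another named class. Over 15297 genes tested, *Crym* was higher in astrocyte-like cells than in each of the 8 other classes. The log2 fold change ran from 3.71 (standard error 0.35) over neuron-like cells to 6.63 (standard error 0.52) over macrophage-like cells, with adjusted p of 1.7e-07 and 2.0e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For *Gja1* the log2 fold change ran from 4.27 to 6.87. The alternative that moved the smallest *Crym* difference most left out cells with 20% or more mitochondrial UMIs. In that setting the classes compared had changed. Neuron-like cells numbered 1515, with a median of 1461 UMIs, against 650 with a median of 2555, and astrocyte-like cells 1310 against 2312. There the log2 fold change over neuron-like cells was 1.66 (adjusted p = 1.9e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and over all alternatives with a test the adjusted p of this smallest difference stayed at or under that value. With library 1 or library 2 left out, the smallest difference was 4.26 or 3.00. From the levels by class, the paper states that *Crym* is high in *Gja1*+ astrocytes and largely missing from other cells (Fig. 1b), and it goes on to the share of astrocytes with *Crym*.

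**Figure D1:**
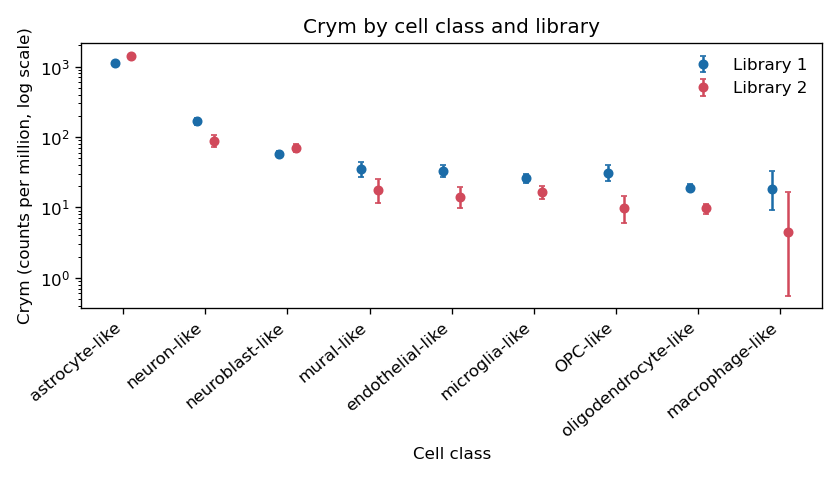
*Crym* level (CPM, log axis) in each named class, with 1 point per library and the exact Poisson 95% interval as error bar, which covers counting error only. Both astrocyte-like points, at 1131 and 1422 CPM, lie above every other class, of which neuron-like cells come next at 167 and 87.8 CPM.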

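A cell was scored positive for *Crym* when the natural log of 1 plus its *Crym* UMIs per 10000 UMIs was above 0.25, the threshold in the paper's methods. *Crym* was found in 41.1% ± 4.81 (SD, n = 2 libraries) of astrocyte-like cells, 37.7% (exact binomial 95% interval 35.1–40.4%) of 1332 cells in library 1 and 44.5% (41.3–47.7%) of 980 cells in library 2. The median depth of these cells was 1720 and 2781.5 UMIs. A UMI of 3 astrocyte markers was found in more of the same cells in both libraries. *Gja1* was found in 78.1% ± 10.8, *Aldoc* (ENSMUSG00000017390; chromosome 11, 78322968 to 78327781, plus strand) in 84.7% ± 2.96 and *Slc1a2* (ENSMUSG00000005089; chromosome 2, 102658659 to 102790784, plus strand), which encodes the glutamate transporter GLT1, in 96.2% ± 2.43. The lowest of these shares in 1 library, 70.5% (68.0–72.9%) for *Gja1* in library 1, lies above both intervals for *Crym*. Among astrocyte-like cells with at least 5000 UMIs, *Crym* was found in 59.8% of 261 in library 1 and in 57.7% of 383 in library 2. That choice of cells is not one of the alternatives. Free RNA in droplets gives some UMIs in cells that do not express a gene. By the same threshold *Crym* was found in 14.0% and 7.62% of microglia-like cells, at median depths of 6929 and 5498 UMIs, and in 11.6% and 5.50% of endothelial-like cells, at 2692.5 and 3255.5 UMIs. With each cell thinned at random to 1000 UMIs, which left out 464 shallower astrocyte-like cells, *Crym* was found in 31.8% of 973 astrocyte-like cells in library 1 and in 35.8% of 875 in library 2, a mean of 33.8% and the value farthest from the one without thinning among the alternatives. At that depth the share was 3.83% and 1.14% in microglia-like cells and 4.26% and 1.24% in endothelial-like cells. Among neuron-like cells it was 26.7% (22.4–31.4%) and 20.3% (15.6–25.7%) before thinning and 12.7% and 7.21% at 1000 UMIs, above both background classes. At that depth 6 of 35 neuron-like cells with *Crym* also held a *Gja1* UMI in library 1, against 13 of 240 without, and 0 of 15 against 3 of 193 in library 2, too few to give a direction there.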

*Crym* was expressed in around 50% of astrocytes^15,23^—a lower percentage as compared with several markers of astrocytes (Fig. 1c). This shows that *Crym* expression demarcates a specific population of cells—a finding that was confirmed by RNAscope, which showed that *Crym* was expressed in around 46% of S100β^+^ astrocytes, with a specific allocation within the striatum (Fig. 1d). Using immunohistochemistry (IHC), we found that μ-crystallin-expressing astrocytes in the striatum represented around 49% of total astrocytes and were anatomically located, being essentially absent in the dorsolateral regions and enriched ventrally and in the central region (Fig. 1e). In the central striatum, μ-crystallin was expressed in around 90% of S100β^+^ and SOX9^+^ astrocytes, but was not expressed in any neurons or oligodendrocytes (Fig. 1f–h and Extended Data Fig. 1a,b). Consistent with the scRNA-seq data (Fig. 1b) and previous studies^24,26,27^, we also identified a population of μ-crystallin-expressing neurons in the subventricular zone (SVZ) (Fig. 1e–h). The expression of μ-crystallin in striatal astrocytes increased between postnatal day (P)7 and P15 and did not change with age or sex (Extended Data Figs. 1, 2 and 3). GFP^+^ astrocytes in *Crym*-GFP reporter mice^21^ showed the same striatal location as was seen in the RNAscope and IHC experiments, and exhibited bushy morphologies, S100β immunostaining and the expected electrophysiological properties (Extended Data Fig. 4a–c). Furthermore, although *Crym*^+^ astrocytes existed in the striatal striosome and matrix compartments^28^, they were more dominant in the matrix compartment (Extended Data Fig. 4d,e), and μ-crystallin-expressing astrocyte territories contained equal numbers of D1 and D2 medium spiny neurons (MSNs)^14,29^ (Extended Data Fig. 4f,g). On the basis of RiboTag RNA-seq, scRNA-seq, RNAscope, IHC, evaluations during development and ageing, a GFP reporter mouse and electrophysiology, we thus point to the existence of a molecularly defined and anatomically allocated population of *Crym*^+^ striatal astrocytes (Fig. 1 and Extended Data Figs. 1–4).

## Reduction of μ-crystallin in striatal astrocytes

We investigated striatal *Crym*^+^ astrocytes using a loss-of-function approach^30,31^ to reduce the expression of μ-crystallin in the striatum in mice in vivo (hereafter, *Crym* knockout; *Crym* KO). To reduce the expression of μ-crystallin, we used Cas9-GFP mice^32^ together with local adeno-associated virus (AAV) 2/5-mediated^33^ delivery of three single-guide RNAs (sgRNAs) that target *Crym* in astrocytes. Three weeks after microinjections of sgRNA AAVs targeting *Crym* in the central striatum, we detected an approximately 80% reduction of μ-crystallin in astrocytes, but not in the SVZ (which was not targeted) (Fig. 2a,b). Subsequently, we compared *Crym* KO mice with control mice that received sgRNA AAVs against GFP (Extended Data Fig. 4h,i).

**Fig. 2:**
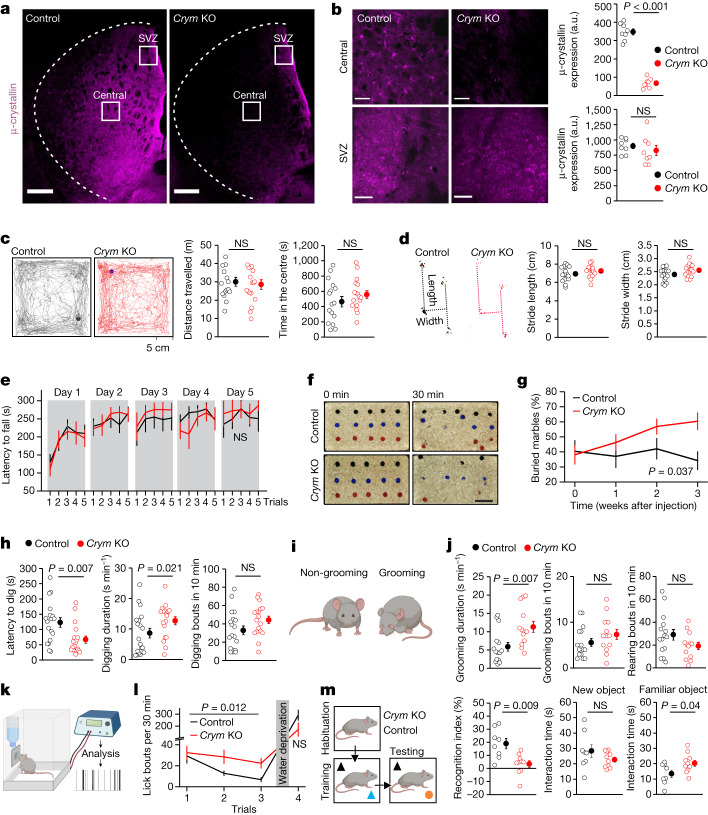
Deletion of astrocytic *Crym* in the central striatum induces perseveration. **a**, Striatal expression of µ-crystallin in mice injected with control sgRNA-GFP or *Crym* KO sgRNA-*Crym* AAVs. Scale bars, 200 μm. **b**, µ-Crystallin was reduced in the central striatum but not in the SVZ in *Crym* KO mice (*n* = 8 mice; two-tailed two-sample *t*-test; *P* = 5.3 × 10^−10^ for µ-crystallin). a.u., arbitrary units. NS, not significant. Scale bars, 50 μm. **c**, Traces of 30-min open-field recordings for control and *Crym* KO mice. Graphs of travel distance and time spent in the centre (*n* = 16 control and *n* = 17 *Crym* KO; two-tailed two-sample *t*-test). **d**, Footprint tests for control and *Crym* KO mice (*n* = 16 control and *n* = 17 *Crym* KO; two-tailed two-sample *t*-test). **e**, Time on the rotarod (*n* = 8 mice; two-way repeated-measures ANOVA followed by Tukey’s post-hoc test). **f**, Marble-burying tests in control and *Crym* KO mice. Scale bar, 10 cm. **g**, Buried marbles before and after AAV injection (*n* = 16 mice; two-way repeated-measures ANOVA followed by Tukey’s post-hoc test). **h**, Latency to start, total duration and digging bouts over 10 min in control (*n* = 19) and *Crym* KO (*n* = 18) mice (two-tailed Mann–Whitney and two-tailed two-sample *t*-test). **i**, Cartoons of self-grooming behaviour: mice disengaged and engaged in self-grooming. **j**, Self-grooming duration, grooming bouts and rearing bouts in control (*n* = 15) and *Crym* KO (*n* = 13) mice (two-tailed Mann–Whitney and two-tailed two-sample *t*-test). **k**, Schematic of the lickometer. **l**, Lick bouts and the total drinking time over 30 min for each trial (*n* = 8; two-way ANOVA). **m**, Evaluations of novel object recognition. Graphs show recognition index (%) and the interaction time with the new and familiar object (*n* = 8 control and *n* = 10 *Crym* KO; two-tailed Mann–Whitney and two-tailed two-sample *t*-test). Average data shown as mean ± s.e.m. and all statistics reported in Supplementary Table 5. Source Data

## Perseveration-related behaviours

*Crym* KO and control mice (Fig. 2a,b) weighed the same, appeared healthy and were indistinguishable in the open-field, footprint and rotarod tests, indicating that motor function and motor learning were normal (Extended Data Fig. 5a,b and Fig. 2c–e). However, in the marble-burying test^34^, we detected significantly more buried marbles in *Crym* KO mice (Fig. 2f,g), associated with a shorter latency to start and longer total digging durations (Fig. 2h). We also recorded longer self-grooming durations in *Crym* KO mice (Fig. 2i,j). Spray-evoked grooming was equivalent in control and *Crym* KO mice, implying that differences between groups were not due to differences in ability or drive to groom when evoked (Extended Data Fig. 5c). Consistent with these results, *Crym* KO mice spent more time licking the water bottle spout, with more frequent lick bouts and longer lick durations (Fig. 2k,l and Extended Data Fig. 5e), but there were no differences relative to controls after water deprivation, showing that thirst-evoked licking was normal (Fig. 2l). *Crym* KO mice were also deficient in the novel object recognition task (Fig. 2m). This result suggests that the mice spent a prolonged time with the familiar object, which could reflect perseveration on that object (Fig. 2f–j).

The lack of anxiety-related phenotypes in *Crym* KO mice with open-field analyses was reproduced with the elevated plus maze (Extended Data Fig. 5d). This is notable with regard to OCD model mice^35^, which exhibit repetitive and anxiety phenotypes (Extended Data Fig. 5f). Such distinctions were supported by the finding that fluoxetine did not correct self-grooming in *Crym* KO mice, whereas in OCD model mice it did^35^ (Extended Data Fig. 5g). The findings of normal motor function and a lack of anxiety-related phenotypes, along with increased marble burying, digging, self-grooming and licking, and deficits in the novel object recognition task, indicate that astrocyte-specific *Crym* KO resulted in abnormal perseverative behaviours. Perseveration represents the inappropriate continuation or repetition of a response or activity and is associated with psychiatric and neurological disorders such as Tourette’s syndrome, autism, OCD, HD and suicide-associated perseveration in HD^9–12^. Our data reveal that the loss of μ-crystallin in striatal astrocytes leads to perseveration, which is of relevance to HD and OCD (Fig. 1a).

## Altered lateral OFC–striatum synapses

We found no evidence of apoptosis or of neuron or astrocyte loss in the striatum of *Crym* KO mice (Extended Data Fig. 6a–h). Furthermore, the morphology and electrophysiology of astrocytes were essentially normal (Extended Data Fig. 7a,b,g). We detected only subtle changes in astrocyte Ca^2+^ signalling (Extended Data Fig. 7c–f,g), and there was no change in the expression of astrocytic markers in *Crym* KO mice relative to controls (Extended Data Fig. 7h,i). In the absence of notable astrocyte alterations, we considered whether *Crym*^+^ astrocytes exert effects on neuronal function.

The striatum is part of the basal ganglia corticostriatal–thalamocortical loop, receiving cortical input arriving at multiple locations^36^. To determine whether *Crym* KO altered this loop, we used cFOS mapping and found more cFOS^+^ neurons in the lateral orbitofrontal cortex (lOFC), central striatum and dorsal thalamus (dTH) in *Crym* KO compared with control mice (Fig. 3a,b). To identify the origin of cortical inputs arriving to striatal areas with *Crym*^+^ astrocytes (Fig. 1), we microinjected CTB-647 (transported in a retrograde manner) into the central striatum and identified CTB-647^+^ neurons, with dense labelling in the lOFC and lower levels in the M1 motor cortex (Extended Data Fig. 8a,b). We also microinjected AAVs to express ChR2-mCherry (transported in an anterograde manner) into the lOFC and Chronos-GFP into M1, and quantified striatal projections (Extended Data Fig. 8c,d). lOFC projections invaded the central striatum, where the number of *Crym*^+^ astrocytes was high (Extended Data Figs. 8d and 12c,d). These findings suggest that *Crym* KO may alter communication between the lOFC and the central striatum. Excessive activation of the OFC-to-ventromedial striatum projection is implicated in OCD^37^.

**Fig. 3:**
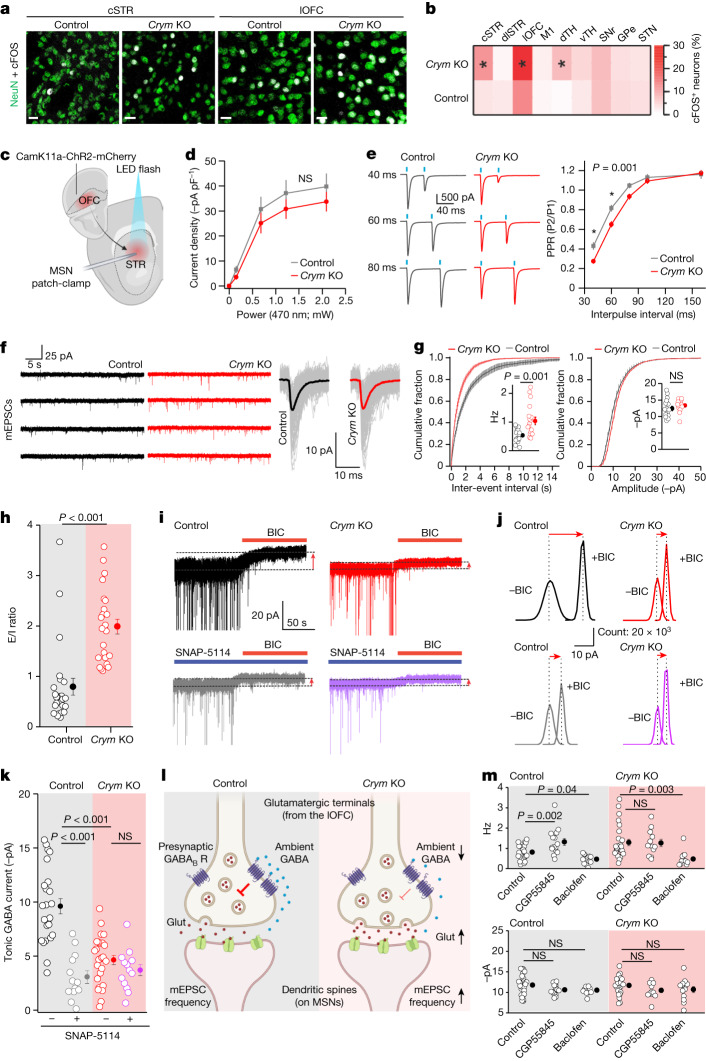
Astrocytic loss of μ-crystallin alters lOFC–striatum synapses. **a**, cFOS and NeuN in the central striatum (cSTR) and lateral orbitofrontal cortex (lOFC). Scale bars, 20 μm. **b**, Heat map: percentage of cFOS^+^ neurons. * indicates *P* < 0.05 (dlSTR, dorsolateral striatum; M1, motor cortex 1; dTH, dorsal thalamus; vTH, ventral thalamus; SNr, substantia nigra reticulate; GPe, globus pallidus external; STN, subthalamic nucleus. SNr and STN, *n* = 5 mice both groups; lateral and dorsal thalamus and GPe, *n* = 6 mice both groups; M1 and striatum *n* = 8 mice both groups, lOFC *n* = 7 control mice and 8 *Crym* KO mice; two-sample *t*-tests and Mann–Whitney test). **c**, Injection of AAV2-CamK11a-ChR2-mCherry into the lOFC with recordings from the central striatum. **d**, EPSCs after 2-ms light pulses (*n* = 18 cells (control) and *n* = 17 cells (*Crym* KO) from 5 mice; two-way repeated-measures ANOVA). **e**, Representative data for evoked EPSCs (*n* = 17 cells (control) and *n* = 18 cells (*Crym* KO) from 5 mice; two-way ANOVA, *P < 0.05). **f**, mEPSC traces and averages from one representative MSN. **g**, Cumulative probability graphs for inter-event interval and amplitude; inset shows pooled data (*n* = 18 cells from 5 mice for both control and *Crym* KO; two-tailed Mann–Whitney test). **h**, Excitatory/inhibitory (E/I) ratios (*n* = 24 cells from 5 mice; two-tailed Mann–Whitney test; *P* = 1.5 × 10^−6^). **i**,**j**, Representative data (**i**) and histograms (**j**) used to measure tonic GABA currents before and after GAT3 inhibition by SNAP-5114. BIC, bicuculline. **k**, Tonic GABA currents from experiments such as those in **i** (control and *Crym* KO: *n* = 26 cells from 8 mice; control and *Crym* KO treated with SNAP-5114: *n* = 13 cells from 4 mice; two-way ANOVA with Tukey’s post-hoc test, overall ANOVA *P* = 2 × 10^−11^). **l**, In control mice, ambient GABA inhibits the release of glutamate (Glut) through the activation of presynaptic GABA_B_ receptors (GABA_B_ R). *Crym* KO mice show decreased ambient GABA-induced presynaptic inhibition and increased glutamate release. **m**, mEPSC frequency (top) and amplitude (bottom) before and after treatment with a GABA_B_ antagonist (CGP55845) or agonist (R-baclofen) (*n* = 12–29 cells from 4 mice; one-way ANOVA with Tukey’s post-hoc test). Average data shown as mean ± s.e.m. Source Data

There were no differences in the excitability and membrane properties of MSNs between *Crym* KO and control mice (Extended Data Fig. 9a,b). We next measured AMPA-receptor-mediated excitatory postsynaptic currents (EPSCs) arriving at MSNs during optogenetic stimulation of lOFC–striatal inputs (Fig. 3c). Although there were no differences in the amplitudes of single EPSCs between *Crym* KO and control mice (Fig. 3d), the second EPSC during paired responses was smaller, such that the paired-pulse ratio (PPR) was reduced in *Crym* KO mice (Fig. 3e). Because PPRs reflect the presynaptic release probability^38^, these data indicate that the release probability of lOFC–striatal inputs was increased in *Crym* KO mice. By contrast, PPR values of M1–striatal inputs were unaltered (Extended Data Fig. 9c–e). Consistent with the higher release probability, we measured an increased frequency of spontaneous and miniature ESPCs (sEPSCs and mEPSCs, respectively) arriving at MSNs in the central striatum (Fig. 3f,g and Extended Data Figs. 9f,g & 13f,g), indicative of increased synaptic release of glutamate from lOFC inputs. In accordance with this, we found no differences in sEPSC and mEPSC amplitudes, MSN dendritic complexity, spine density or spine head size between *Crym* KO and control mice (Fig. 3f,g and Extended Data Figs. 9f–j & 13f–j). We also measured fast GABA_A_ receptor-mediated spontaneous inhibitory postsynaptic currents (sIPSCs), and noted a decreased frequency onto MSNs in *Crym* KO versus control mice (Extended Data Fig. 9k,l). The dual effect of increased sEPSCs and decreased sIPSCs resulted in increased excitatory/inhibitory (E/I) synaptic ratios after *Crym* KO (Fig. 3h). This could explain the increased expression of cFOS in MSNs after *Crym* KO (Fig. 3a,b), and recalls E/I alterations in psychiatric disorders^39,40^. To investigate bulk striatal changes in glutamate and GABA, we used gas chromatography–mass spectrometry (GC–MS) analysis of striatal samples from *Crym* KO and control mice. The glutamate/GABA ratio was significantly increased in *Crym* KO mice, (Extended Data Fig. 9m,n), whereas other metabolites were largely unchanged. Thus, *Crym* KO results in an increased E/I ratio and an increased glutamate release probability from lOFC terminals onto MSNs (Fig. 3).

## Presynaptic mechanism

During electrophysiology, we noticed decreased MSN tonic GABA currents in *Crym* KO mice as compared with control mice, indicating lower extracellular levels of GABA in the central striatum (Fig. 3i,j). The tonic GABA currents were blocked in control mice by pre-exposure to the astrocytic^41^ GABA transporter type 3 (GAT3) antagonist^42^ SNAP-5114 (40 μM) (Fig. 3i–k). However, the reduced tonic GABA currents in *Crym* KO mice were spared (Fig. 3i–k), indicating that GAT3 within the central striatum contributes GABA to the extracellular space^41,42^, and that such contributions are reduced in *Crym* KO mice (Fig. 3i–k). Although there were no changes in the expression of GAT3 within astrocytes of *Crym* KO mice (Extended Data Fig. 10a,b), we detected a significant reduction in GABA and monoamine oxidase B (MAOB) (Extended Data Fig. 10c–f). MAOB is an astrocytic enzyme^43–45^ that generates GABA, implying that reduced levels of tonic GABA in *Crym* KO mice reflect a reduced GAT3-dependent contribution of GABA to the extracellular space, as well as reduced GABA. Thus, increased synaptic excitation onto MSNs was driven by increased release from lOFC terminals after *Crym* KO (Fig. 3c–g), and was accompanied by lower levels of tonic GABA (Fig. 3i–k). Because GABA acts on presynaptic GABA_B_ receptors to decrease release probability^46^, we hypothesized that lower levels of tonic GABA result in reduced presynaptic inhibition and an increase in EPSCs emanating from lOFC terminals (Fig. 3l). Consistent with this, the GABA_B_ receptor antagonist CGP55845, which blocks ongoing activation of the GABA_B_ receptor, increased the frequency of mEPSCs in controls by 62 ± 18%, not in *Crym* KO mice (0.2 ± 7.6%; Fig. 3m). Furthermore, the GABA_B_ receptor agonist baclofen decreased the frequency of mEPSCs by 45 ± 7% in controls and 60 ± 4% in *Crym* KO mice (Fig. 3m). There were no changes in mEPSC amplitudes, consistent with a presynaptic mechanism (Fig. 3m). Our data show that the increased EPSCs arriving at MSNs in *Crym* KO mice are from lOFC terminals, reflecting reduced presynaptic inhibition owing to lower striatal levels of GABA (Fig. 3).

## Corrective presynaptic chemogenetics

To test whether reduced presynaptic inhibition was causal for the phenotypes observed in *Crym* KO mice, we designed an experiment to restore it. We microinjected AAVs for retrograde inhibitory DREADD (rg-hM4Di) into the central striatum (Fig. 4a–c), and found that lOFC neurons were labelled abundantly (Fig. 4b,c). Next, we assessed sEPSCs arriving at MSNs in control and *Crym* KO mice before and during the activation of rg-hM4Di. The DREADD agonist deschloroclozapine (DCZ) (200 nM) significantly decreased the frequency of sEPSCs in *Crym* KO mice by around 30%, but had no effect in controls, in which our data show that release was suppressed by GABA (Fig. 4d,f). EPSC amplitudes were not affected (Fig. 4d–f and Extended Data Fig. 10g). As expected with hM4Di expression in lOFC terminals, IPSCs were unaffected (Fig. 4g–i and Extended Data Fig. 10h). Moreover, restoring the presynaptic inhibition of excitatory lOFC inputs onto MSNs in *Crym* KO mice with rg-hM4Di reversed the increase in the, E/I ratio in *Crym* KO, towards the value seen in control mice (Fig. 4j). We next investigated the link between the presynaptic mechanism and perseverative behaviours in *Crym* KO mice (Fig. 2). DCZ (1 µg per kg) administered to *Crym* KO mice that had received rg-hM4Di AAVs in the central striatum reversed the excessive self-grooming and marble-burying behaviours, and the deficit seen in the novel object recognition test, but had no effect on open-field assessments (Fig. 4k–n and Extended Data Fig. 10i–m). Furthermore, DCZ reduced the number of cFOS^+^ neurons that were observed in the lOFC, central striatum and dorsal thalamus of *Crym* KO mice towards that seen in control mice (Fig. 4o,p). These data show that lOFC-targeted presynaptic inhibitory chemogenetics restored synaptic excitation, E/I ratios, cFOS levels and key behavioural phenotypes in *Crym* KO mice.

**Fig. 4:**
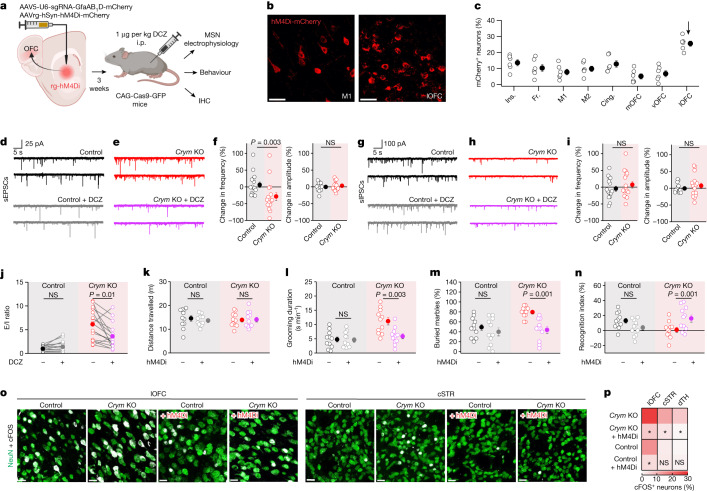
Presynaptic chemogenetics corrects lOFC–striatum synaptic communication in *Crym* KO mice. **a**, Approach for the co-expression of retrograde (rg) hM4Di-mCherry (or mCherry as control) and sgRNAs against *Crym* (or against GFP as control). **b**, Retrograde labelling of neurons in M1 and the lOFC using rg-hM4Di-mCherry. Scale bars, 20 μm. **c**, hM4Di-mCherry-positive neurons in various parts of the cortex (*n* = 6 mice). Ins, insular cortex. Fr, frontal cortex. M1, motor cortex 1. M2, motor cortex 2. Cing, cingulate cortex. mOFC, medial orbitofrontal cortex. vOFC, vental orbitofrontal cortex. lOFC, lateral orbitofrontal cortex. **d**, sEPSC current waveforms from a representative MSN in control mice before (top) and during (bottom) treatment with DCZ (200 nM). **e**, As in **d**, but for *Crym* KO. **f**, Per cent change in sEPSC frequency (left) or amplitude (right) after DCZ applications for control and *Crym* KO (n = 16 cells from 4 mice; two-tailed Mann–Whitney or two-tailed 2-sample t-tests). **g**–**i**, As in **d**–**f**, but for sIPSCs (*n* = 16 cells from 4 mice; two-tailed Mann–Whitney or two-tailed two-sample *t*-tests). **j**, Excitatory/inhibitory (E/I) ratio in control and *Crym* KO mice before and after DCZ applications (*n* = 16 paired cells from 4 mice; two-tailed paired-sample *t*-test; *P* = 6.6 × 10^−3^ for *Crym* KO). **k**–**n**, Distance travelled in open-field test (**k**), grooming (**l**), marble burying (**m**) and novel object recognition (**n**) behaviours of control and *Crym* KO mice without or with rg-hM4Di after treatment with DCZ (*n* = 11 mice per group; two-way ANOVA followed by Tukey’s post-hoc test). **o**, cFOS (white) and NeuN (green) expression in the lOFC (left) and the central striatum (right) in control and *Crym* KO mice without or with rg-hM4Di activation in vivo. Scale bars, 20 μm. **p**, Percentage of cFOS^+^ neurons in the four conditions for the lOFC, cSTR and dTH. *P < 0.05 (*n* = 6 mice; two-way ANOVA followed by Tukey’s post-hoc test, and one-way ANOVA per brain area). Average data shown as mean ± s.e.m. and all statistics reported in Supplementary Table 5. Source Data

## Properties of *Crym*^+^ and *Crym*^−^ astrocytes

When we compared *Crym*^+^ and *Crym*^−^ astrocytes (Fig. 5a), we found that several astrocyte markers were equivalently expressed (Fig. 5b), implying that basic astrocytic functions are likely to be similar. However, in line with physiological studies (Fig. 3), the expression of *Slc6a11* (encoding GAT3) was higher in *Crym*^+^ astrocytes (Fig. 5b,c) and was one of the differentially expressed genes that were used for pathway analysis (Fig. 5c). 

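Counts were summed over 502 *Crym*+ and 830 *Crym*- astrocyte-like cells in library 1 and over 436 and 544 in library 2, and 10 astrocyte markers (Fig. 5b) were compared between the sums, with the library as a block. Of these, 6 had no difference past an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. Among them, the log2 fold change of *Crym*+ over *Crym*- cells was 0.025 (standard error 0.084) for *Gja1*, -0.026 (0.082) for *Slc1a3*, 0.16 (0.090) for *Sox9*, 0.18 (0.082) for *Slc1a2* and -0.22 (0.088) for *Aqp4*. The adjusted p of these genes ran from 0.121 to 0.905 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. The files list *Slc1a3* as ENSMUSG00000005360 (chromosome 15, 8634124 to 8710764), *Sox9* as ENSMUSG00000000567 (chromosome 11, 112782224 to 112787760) and *Aqp4* as ENSMUSG00000024411 (chromosome 18, 15389496 to 15410982). *S100b* and *Maob*, whose proteins the paper measures, had log2 fold changes of -0.020 and 0.43, and neither passed, although *Maob* did with doublets kept and with all genes tested. The other 4 markers passed the threshold, *Slc6a11* among them. *Gfap* (ENSMUSG00000020932; chromosome 11, 102887336 to 102900912, minus strand), an intermediate filament gene, had 38.8 CPM in *Crym*+ and 108 CPM in *Crym*- cells of library 1 and 12.3 and 62.6 CPM in library 2, a log2 fold change of -1.80 (standard error 0.18, adjusted p = 2.1e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Kcnj10* (ENSMUSG00000044708; chromosome 1, 172341210 to 172374085, plus strand), which encodes the potassium channel Kir4.1, had a log2 fold change of -0.83 (standard error 0.12, adjusted p = 1.0e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -0.43 in library 1 alone and -1.16 in library 2 alone, so the size of the value rests on library 2. When astrocyte-like cells were clustered by themselves, the subcluster with the fewest *Crym*+ cells held 15 cells in library 1 and 61 in library 2. Without that subcluster *Kcnj10* was -0.51 (standard error 0.10) and *Gfap* -1.81 (standard error 0.17). Astrocyte-like cells came from a shallow and a deep cluster. Within the shallow cluster alone *Gfap* was -0.56 and did not pass, against -2.58 within the deep cluster, whereas *Kcnj10* was -0.76 within the shallow cluster and -0.34, without passing, within the deep one. The difference between the clusters was not tested. *Apoe* (ENSMUSG00000002985; chromosome 7, 19696109 to 19699188, minus strand) was higher by 0.31 (standard error 0.082, adjusted p = 0.0135 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, 7 of the 10 markers passed the threshold. Besides the 4 above these were *Slc1a2*, *Aqp4* and the marker whose value is not given here. Without the library as a block, the alternative that moved this count most, 0 of the 10 passed and 4 had an unadjusted p under 0.05. DESeq2 called 2. With cells thinned to 1000 UMIs, *Apoe* and *Kcnj10* no longer passed, while *Aqp4* did. *Slc1a2* passed when cells with 20% or more mitochondrial UMIs were left out and when all genes were tested. The sign of *Gja1*, *Slc1a2*, *Slc1a3* and *S100b* changed under at least 1 alternative. From the markers that it reads as equivalent, the paper proposes that basic functions of astrocytes are alike in *Crym*+ and *Crym*- cells.

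**Figure D2:**
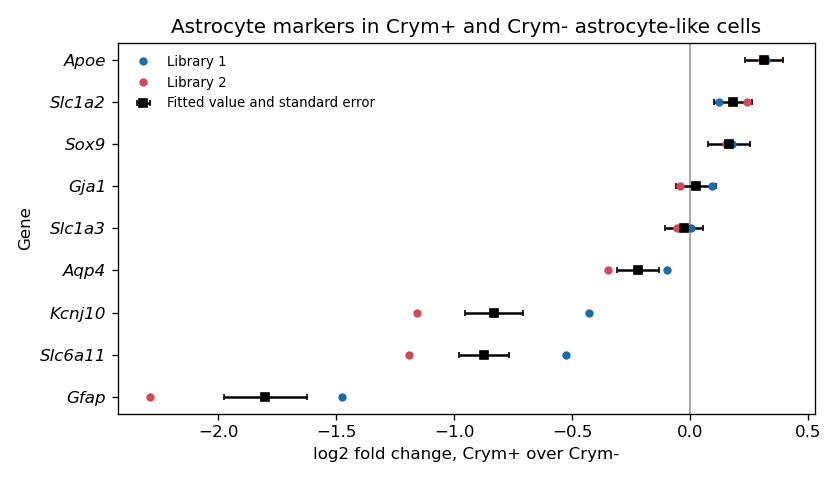
Log2 fold change of *Crym*+ over *Crym*- astrocyte-like cells for markers of Fig. 5b, where black squares with bars show the fitted value ± standard error and blue and red points the values of library 1 and library 2. *Gfap* lies lowest at -1.80, and *Gja1* and *Slc1a3* lie at 0.025 and -0.026.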

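*Slc6a11* (ENSMUSG00000030307) lies on chromosome 6 of GRCm38 from 114131241 to 114249952 on the plus strand. Its level was 379 CPM in *Crym*+ and 540 CPM in *Crym*- astrocyte-like cells of library 1, and 480 and 1071 CPM in library 2. The log2 fold change of *Crym*+ over *Crym*- cells was -0.87 (standard error 0.11, adjusted p = 2.2e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in *Crym*+ cells in both libraries. It was -0.53 in library 1 alone and -1.19 in library 2 alone, where no test is possible, so its size depends on the library. Over the cells of both libraries pooled, at least 1 *Slc6a11* UMI was found in 62.6% of *Crym*+ and 54.9% of *Crym*- cells. The *Crym*+ cells were deeper, so this share gives no order between the groups. With DESeq2 the log2 fold change was -0.86 and did not pass the threshold (adjusted p = 0.185), and without the library as a block it was -0.93 and did not pass it either (adjusted p = 0.877). Under the other alternatives with a test the adjusted p ran from 8.3e-21 to 0.0053 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the largest with edgeR's robust estimate of the spread, an alternative chosen after seeing the data. The direction held under every alternative tried. With *Crym*- cells drawn to match the UMI totals of the *Crym*+ cells in each library, the log2 fold change was -0.84. Astrocyte-like cells were also clustered again by themselves. Without the subcluster that held the fewest *Crym*+ cells the log2 fold change was -0.51. Within the shallow cluster alone it was -1.02 (adjusted p = 6.6e-07), within the deep cluster alone -0.25, which did not pass the threshold (adjusted p = 0.241), and with a block for each library and cluster -0.63 (adjusted p = 0.0021), all by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.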

We compared 178 genes that were enriched or depleted in *Crym*^+^ astrocytes with the top 200 genes that were shared with other striatal astrocytes, and identified shared and unique pathways for *Crym*^+^ astrocytes, including those for neurovascular coupling and insulin growth factor (IGF) signalling (Fig. 5d and Extended Data Fig. 11a). 

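Between *Crym*+ and *Crym*- astrocyte-like cells, 6033 genes detected in at least 10% of the cells of either group were tested. *Crym*, which defines the groups, is left out of the count of called genes. Of these, 461 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 186 higher and 275 lower in *Crym*+ cells, and 1351 had an unadjusted p under 0.05. The direction was the same in both libraries for 3853 of the 6033. The count depends on the model, and 2 libraries leave little to estimate the spread from. Whether the small number of libraries causes the changes between models was not tested. Without the library as a block, the alternative that moved it most, 1 gene passed, *Kcnq1ot1*, named after its value was seen, and 327 had an unadjusted p under 0.05. DESeq2 called 51. Cells divided by another gene found in a like share of astrocyte-like cells gave at least as many called genes in 37 of 50 such divisions, so the count alone does not set *Crym* apart. In 50 random divisions of the astrocyte-like cells within library and range of UMI totals, the fit called from 9 to 131 genes, with a median of 70. Among genes past the threshold with the same direction in both libraries, the 5 largest rises were of *Tmem159* (log2 fold change 2.72, standard error 0.30), *Prss56* (2.45, 0.20), *Lmo1* (2.38, 0.15), *Msx1* (1.15, 0.26) and *Six3* (1.12, 0.13), with adjusted p from 2.5e-14 to 0.0027 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Tmem159* (ENSMUSG00000030917) lies on the same chromosome as *Crym*, from 120102353 to 120120992, and *Lmo1* (ENSMUSG00000036111) from 109138572 to 109175207. *Prss56* (ENSMUSG00000036480) lies on chromosome 1 from 87183313 to 87188405, *Msx1* (ENSMUSG00000048450) on chromosome 5 from 37820485 to 37824583 and *Six3* (ENSMUSG00000038805) on chromosome 17 from 85613608 to 85629302. The 5 largest falls were of *Gria1* (-3.41, 0.25), *Agt* (-1.96, 0.23), *Hbb-bs* (-1.94, 0.17), *Fry* (-1.90, 0.18) and *Lrp1b* (-1.87, 0.16), with adjusted p from 2.4e-12 to 1.2e-07 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. *Gria1* (ENSMUSG00000020524), which encodes an AMPA receptor subunit, lies on chromosome 11 from 57011387 to 57330244, *Agt* (ENSMUSG00000031980) on chromosome 8 from 124556534 to 124569706, *Hbb-bs* (ENSMUSG00000052305) on chromosome 7 from 103826534 to 103828096, *Fry* (ENSMUSG00000056602) on chromosome 5 from 150118645 to 150497753 and *Lrp1b* (ENSMUSG00000049252) on chromosome 2 from 40595246 to 42653624. Library 1 alone gave -1.85 for *Gria1* and -0.46 for *Agt*, against -3.83 and -2.87 in library 2 alone. Without the astrocyte subcluster of the fewest *Crym*+ cells *Agt* was -1.07, while *Hbb-bs*, *Fry* and *Lrp1b* were -2.05, -1.71 and -1.78. *Agt* was among the leading genes of that subcluster and of the shallow astrocyte-like cluster, and it was not left out of the clustering. Its values with either set apart could therefore follow from how they were formed. *Hbb-bs* was -2.21 in library 1 and -0.42 in library 2, was higher in *Crym*+ cells, at 1.07, when at least 500 detected genes were required, and 51.0% of its UMIs lay in 5 cells. All 10 genes lost their call without the library as a block, and *Agt* and *Hbb-bs* also with DESeq2 and with edgeR's robust estimate of the spread, the latter chosen after seeing the data. *Six3* lost its call with cells thinned to 1000 UMIs, and *Msx1* with a block for each library and cluster. Within the shallow cluster of astrocyte-like cells alone *Hbb-bs* was -0.50 and did not pass, and within the deep cluster alone *Agt* was -0.60 and did not pass. Pathways were not analysed here.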

We next performed electrophysiological and imaging studies to document differences between *Crym*^+^ astrocytes located in the central striatum and *Crym*^−^ astrocytes from the dorsolateral striatum (Extended Data Fig. 12). In accordance with the RNA-seq, which showed that astrocyte markers were expressed equally, we found that the properties of *Crym*^+^ and *Crym*^−^ astrocytes were similar (Extended Data Fig. 12b–h,l). Consistent with scRNA-seq and functional evaluations in *Crym* KO mice, *Crym*^+^ astrocytes in the central striatum exhibited higher levels of GAT3 expression and contributed GABA to the extracellular space, whereas those in the dorsolateral region expressed lower levels of GAT3 and removed GABA (Extended Data Fig. 12i–l). GAT3 is known to remove or to contribute GABA to the extracellular space^41,42,47^. Although there are shared and separable functions, the mechanism that is relevant to *Crym*^+^ astrocytes and perseveration is GAT3-mediated GABA homeostasis.

**Fig. 5:**
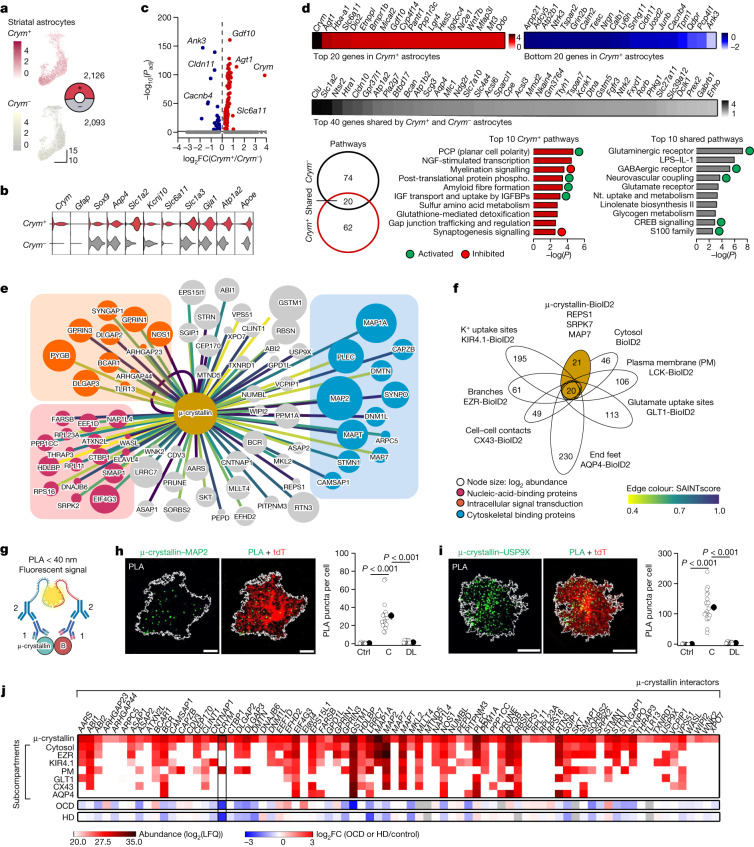
Properties and mechanisms of *Crym*^+^ and *Crym*^−^ astrocytes. **a**, UMAP of striatal astrocytes segregated by *Crym* expression. **b**, Violin plot of 10 astrocyte markers in *Crym*^+^ and *Crym*^*−*^ astrocytes. **c**, Volcano plot of differentially expressed genes between *Crym*^+^ and *Crym*^*−*^ astrocytes. **d**, The top 20 most (FDR < 0.05) enriched genes and the 20 most depleted 20 genes in *Crym*^+^ astrocytes (scale bar, log_2_FC). Top 40 shared genes (of 2,520) in grey (scale bar, log_2_FC). Ingenuity pathway analysis (IPA) based top ten shared pathways for *Crym*^+^ and *Crym*^−^ astrocytes and the top ten unique pathways for *Crym*^+^ astrocytes. NGF, nerve growth factor. IGF, insulin like growth factor. IGFBP, insulin like growth factor binding protein. Nt, neurotransmitter. LPS, lipopolysaccharide. **e**, Interaction map of 78 µ-crystallin interacting proteins. Node sizes represent enrichment compared to GFP. Edge colours represent the SAINT protein–protein interaction probability score. All proteins had a SAINT Bonferroni-corrected false discovery rate (BFDR) less than 0.05. **f**, Clustergram of common and unique proteins (78 proteins) detected in *Crym*-BioID2 relative to astrocyte-specific subcompartments. Proteins represent those that were significant after normalization (log_2_FC > 1 and FDR < 0.05 versus GFP controls). **g**, Schematic of the PLA. **h**, Images of PLA puncta for µ-crystallin and MAP2 in tdTomato (tdT)-positive astrocytes. Graph: puncta per tdT^+^ astrocyte in control experiments (ctrl), central (C) and dorsolateral (DL) striatum. Scale bars, 15 μm. **i**, As in **h**, but for and µ-crystallin and USP9X (*n*  =  18 and 21 tdTomato^+^ astrocytes from 4 mice per group, one-way ANOVA followed by Tukey’s post-hoc test). Scale bars, 15 μm. **j**, Abundance of µ-crystallin interactors in different astrocyte subcompartments from **f**. The bottom heat map shows log_2_FC of the μ-crystallin interactors from human OCD^5^ and HD^6^ post-mortem RNA-seq. Average data shown as mean ± s.e.m. and all statistics reported in Supplementary Table 5. Source Data

## Astrocyte μ-crystallin interactome

We investigated how astrocytic *Crym* KO affected gene expression in astrocytes^33^ and in bulk striatal tissue (Extended Data Fig. 11b–e). *Crym* was the only differentially expressed gene (Extended Data Fig. 11b), consistent with the subtle changes in astrocyte markers and properties in *Crym* KO mice. Genes involved in thyroid hormone signalling^20^ were unaltered in astrocyte and bulk RNA-seq (Extended Data Fig. 11c), suggesting that loss of *Crym* alters cellular signalling rather than T3-dependent gene expression. To identify μ-crystallin protein-based mechanisms, we used proximity-dependent biotinylation^48^ (Fig. 5e) to detect μ-crystallin interactors. μ-crystallin–BioID2 and the biotinylated proteins it labelled were expressed in striatal astrocytes (Extended Data Fig. 13a–d), allowing the identification of the 78-protein μ-crystallin interactome, which represents proteins in proximity to μ-crystallin, but not their overall abundance within astrocytes^48^ (false discovery rate (FDR) < 0.05; Fig. 5e and Extended Data Fig. 13e–g). By mapping the interactome with that of astrocyte subcompartments^48^, we found that 21 proteins were associated with μ-crystallin (Fig. 5f), although the interaction between any protein and μ-crystallin is expected to depend on the totality of their interactions and the binding competition between them. Analysis of the μ-crystallin interactome showed that the pathways associated with μ-crystallin related to nucleic acid binding, intracellular signal transduction and cytoskeletal binding (Fig. 5e and Extended Data Fig. 14). μ-crystallin and its interactors were enriched within the cytosol of astrocytes and near the plasma membrane (Extended Data Fig. 13h). Two μ-crystallin interactors were validated using the proximity ligation assay^48^ (PLA) (Fig. 5g–i and Extended Data Fig. 13i,j). Recalling lower expression of *Crym*, around 30% of the μ-crystallin interactors were lower in post-mortem RNA-seq data from individuals with HD and OCD, as compared with control individuals (Fig. 5j), suggesting contributions to these disorders. Included in the μ-crystallin interactome were *SYNGAP1*, *DLGAP2* and *DLGAP3*, *BCR*, *CLINT1*, *GSTM1* and *MT-ND5*, which mapped to subcompartments (Fig. 5j) and are associated with diverse psychiatric disorders^49^. The astrocytic μ-crystallin mechanisms that were identified as causal for perseveration (Figs. 1–5) might thus be relevant to other brain diseases.

## Concluding comments

An exciting finding over the past few years has been that astrocytes exhibit diversity according to the region or subregion of the CNS in which they are located^1–3,14–18^. However, a crucial task has been to understand the functions of astrocyte diversity in specific CNS areas, to determine whether regionally enriched astrocytes regulate the neural circuits in which they reside and to ascertain whether such regulation is consequential for the organism or of relevance to disease phenotypes.

Here we have discovered and studied a molecularly defined population of astrocytes that is precisely anatomically allocated, predominant in the central striatum and identified by its expression of μ-crystallin—a protein whose functions in the brain were previously largely unknown^4,20^. At the molecular level, we provide data on how μ-crystallin works within astrocytes, which will be useful for understanding the wider role of μ-crystallin, including in neurons^24,26,27^. Further methods are needed to fully understand the interactions and signalling cascades that are regulated by μ-crystallin^4,20^ (for example, ketimine reductase). At the synaptic level, we found that *Crym*^+^ astrocytes regulate the neurotransmitter release probability of lOFC–striatum terminals. The extracellular signalling mechanism by which *Crym*^+^ astrocytes gate such phenotypes is through tonic-GABA-mediated presynaptic modulation of neurotransmitter release from lOFC terminals arriving at MSNs in the central striatum. We found that *Crym*^+^ astrocytes within the central striatum contribute GABA to the extracellular space, whereas *Crym*^−^ astrocytes in the dorsolateral striatum remove it. At the circuit level, after reducing the levels of μ-crystallin locally within striatal astrocytes, we identified the lOFC–striatum projection by which *Crym*^+^ astrocytes regulate perseveration.

Perseveration represents the inappropriate continuation or repetition of a response or activity and is associated with psychiatric and neurological disorders such as Tourette’s syndrome, autism, OCD and HD^9–12^. In the case of HD, downregulation of *CRYM* increases with the severity of disease in human post-mortem tissue^6^ and in striatal tissue in a mouse model of HD^25^. Similar to our findings, *CRYM* was expressed in greater numbers of astrocytes than neurons in human striatal tissue^17^, and it decreased in both cell types in human HD samples^7^ and in mouse models of HD^7,24^. In these regards, our mechanistic findings show that the neurotransmitter release probability of lOFC terminals is regulated by striatal *CRYM*^+^ astrocytes in a manner that is causal for the perseveration phenotypes that accompany HD. We also show that therapeutic strategies^8^ that reduce the release of neurotransmitters from lOFC terminals projecting into the central striatum are likely to be beneficial for ameliorating perseveration phenotypes that can accompany brain disorders.

Our findings indicate that brain region-enriched astrocytes represent therapeutic targets for diverse disorders that affect specific circuits and brain nuclei. More broadly, for understanding multicellular interactions, our data show that astrocyte diversity has important and behaviourally consequential biological functions in the brain.

## Methods

### Mouse models

All animal experiments were conducted in accordance with the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals and were approved by the Chancellor’s Animal Research Committee at the University of California, Los Angeles (UCLA). All mice were housed with food and water available ad libitum in a 12-hour light–dark environment at temperatures of 20–22 °C with 40–60% humidity. All mice were healthy with no obvious behavioural phenotype, were not involved in previous studies and were euthanized during the light cycle. Data for most experiments were collected from adult mice aged 9–15 weeks old, but to characterize µ-crystallin expression during development and ageing, mice were used between P0 and 22 months old. For experiments, both male and female mice were used. C57Bl/6NTac mice were maintained as an in-house breeding colony or purchased from Taconic Biosciences. CAG-Cas9 transgenic mice (B6J.129(Cg)-Gt(ROSA)26Sortm1.1(CAG-cas9*,-EGFP)Fezh/J, JAX stock 026179) and SAPAP3^−/−^ mice (B6.129-Dlgap3tm1Gfng/J, JAX stock 008733) were purchased from the Jackson Laboratory and maintained as breeding colonies at UCLA. SAPAP3^−/−^ mice were used at six months of age. Tg(Crym-EGFP)GF82Gsat (strain 012003-UCD) reporter mice were obtained from MMRRC and maintained at UCLA.

### sgRNA design and molecular cloning

To design sgRNAs for CRISPR–Cas9 knockout with minimal off-target effects, six target sequences (crRNAs) for the *Crym* gene were designed using the web tool CHOPCHOP (https://chopchop.cbu.uib.no/). Control target sequences for EGFP were designed using the same method. To select the three most efficient crRNA sequences for *Crym* and the most efficient crRNA sequence for EGFP, in vitro knockout efficiency was assessed using the Guide-it Complete sgRNA Screening System (Takara Bio 632636) by following the manufacturer’s instructions. The genomic sequence of *Crym* was obtained from the NCBI GenBank database (gene ID: 12971) and the genomic template was obtained by PCR amplification using the following primers: forward 5′-AGGTGGAACCAGAAAGTCCTCT-3′ and reverse 5′- GCACTTGGTGTATCTGAGCGTG-3′. An original vector containing a U6 promotor followed by two Bbs1 restrictions sites and by the tracrRNA sequence for SpCas9 (pZac2.1-U6-Bbs1-Bbs1-tracrRNA-GfaABC_1_D-mCherry-SV40) was created. To insert the three crRNAs for *Crym*, each sequence was separately inserted in chaperone vectors to form three constructs with an sgRNA controlled by the U6 promotor. The three U6-sgRNAs were then combined in the same vector using a BglII restriction site and the In-Fusion cloning kit (Takara Bio 638943). The three crRNA sequences for *Crym* were: 5′-AAGTTAGTCACCTTCTATGA-3′, 5′-GCACCGATGCCTGATGGGAG-3′ and 5′-GGCAGGCGGCGAGATGAAGC-3′. The crRNA sequence for EGFP was 5′-CACCGGGGCGAGGAGCTGTTCACCGGTT-3′. The *U6* sgRNA plasmids for *Crym* and the EGFP control have been deposited at Addgene in the Khakh laboratory repository (Addgene 200067 and 200068). The fully sequenced plasmids were sent to the UPenn Vector Core or Vigene Biosciences to generate AAV2/5 serotype for each construct, yielding a concentration higher than 1.0 × 10^13^ genome copies per ml (gc ml^−1^). The cloning and sequencing strategies were designed with SnapGene software (v.7.0.3, Insightful Science).

### Stereotaxic microinjections of AAVs

All surgical procedures were conducted under general anaesthesia using continuous isoflurane (induction at 5%, maintenance at 1–2% v/v). The depth of anaesthesia was monitored continuously and adjusted when necessary. After the induction of anaesthesia, the mice were fitted into a stereotaxic frame with their heads secured by blunt ear bars and their noses placed into a veterinary grade anaesthesia and ventilation system (VetEquip). Mice were administered with 0.1 mg per kg of buprenorphine (Buprenex, 0.1 mg ml^−1^) subcutaneously before surgery. The surgical incision site was then cleaned three times with 10% povidone iodine and 70% ethanol (v/v). Skin incisions were made, followed by craniotomies of 2–3 mm in diameter above the left frontal or parietal cortex using a small steel burr (Fine Science Tools) powered by a high-speed drill (K.1070, Foredom). Saline (0.9%) was applied onto the skull to reduce heating caused by drilling. Bilateral viral injections were performed by using a stereotaxic apparatus (David Kopf Instruments) to guide the placement of beveled glass pipettes (1B100-4, World Precision Instruments). For the central striatum, the coordinates were 0.8 mm anterior to bregma, 1.85 mm lateral to midline and 2.9 mm from the pial surface. For the lOFC, the coordinates were 2.8 mm anterior to bregma, 1.5 mm lateral to midline and 1.6 mm from the pial surface. For M1, the coordinates were 1.8 mm anterior to bregma, 1.8 mm lateral to midline and 0.6 mm from the pial surface. AAVs were injected by using a syringe pump (Pump11 PicoPlus Elite, Harvard Apparatus). After AAV microinjections, glass pipettes were left in place for at least 10 min before being slowly withdrawn. Surgical wounds were closed with external 5-0 nylon sutures. After surgery, mice were allowed to recover overnight in cages placed partially on a low-voltage heating pad. Buprenorphine was administered twice a day for up to two days after surgery. In addition, trimethoprim sulfamethoxazole was provided in food to the mice for one week to prevent infection.

AAV-injected mice were used for experiments three weeks after surgery. The viruses used were: 0.5 μl or 0.3 μl of AAV2/5 U6-sgRNA-Crym(×3)-GfaABC_1_D-mCherry virus (3 × 10^13^ gc ml^−1^) (Addgene 200067), 0.5 μl or 0.3 μl of AAV2/5 U6-sgRNA-GFP-GfaABC_1_D-mCherry virus (3.8 × 10^13^ gc ml^−1^) (Addgene 200068), 0.3 μl of AAV9-CaMK11a-hChR2(H134R)-mCherry (2.1 × 10^13^ gc ml^−1^) (Addgene 26975), 0.3 μl of AAV1-hSyn-Chronos-GFP (1.4 × 10^13^ gc ml^−1^) (Addgene 59170), 0.3 μl of retrograde AAV-hSyn-hM4D(Gi)-mCherry (2.4 × 10^13^ gc ml^−1^) (Addgene 50475), 0.3 μl of retrograde AAV-hSyn-mCherry (2.4 × 10^13^ gc ml^−1^) (Addgene 114472), 0.3 μl AAV2/5-GfaABC_1_D-Rpl22-HA (2.1 × 10^13^ gc ml^−1^) (Addgene 111811), 0.5 μl AAV2/5 GfaABC_1_D-Crym-EGFP (2.5 × 10^13^ gc ml^−1^) (Addgene 200080), 0.5 μl AAV2/5 GfaABC_1_D-Crym-BioID2-HA (3.1 × 10^13^ gc ml^−1^) (Addgene 200070), 0.5 μl AAV2/5 GfaABC_1_D-jGCaMP8m (Addgene 213010), 0.5 μl AAV2/5 GfaABC_1_D-tdTomato (Addgene 44332). All AAVs are listed in Supplementary Table 1.

### IHC

#### Frozen sections

For transcardial perfusion, mice were euthanized with isoflurane and perfused with 0.1 M phosphate-buffered saline (PBS) followed by 10% buffered formalin (Fisher SF100-20). Heparin (50 units) was injected into the heart to prevent blood clotting. After gentle removal from the skull, the brain was post-fixed in 10% buffered formalin overnight at 4 °C. For the characterization of striatal µ-crystallin expression during development, P0 and P7 brains were directly post-fixed in 10% buffered formalin without transcardial perfusion. The tissue was cryoprotected in 30% sucrose PBS solution for at least 48 h at 4 °C until use. Forty-micrometre coronal sections were prepared using a cryostat microtome (Leica) at −20 °C and processed for immunohistochemistry. Sections were washed three times in 0.1 M PBS for 10 min each, and then incubated in a blocking solution containing 10% NGS in 0.1 M PBS with 0.2% Triton-X 100 for one hour at room temperature with agitation. Sections were then incubated with agitation in primary antibodies diluted in blocking solution overnight at 4 °C. The following primary antibodies were used: mouse anti-µ-crystallin (1:250, Santa Cruz, sc-376687), chicken anti-GFP (1:1,000; Abcam ab13970), mouse anti-NeuN (1:500; Millipore MAB377), guinea pig anti-NeuN (1:500; Synaptic Systems, 266004), rabbit anti-DARPP-32 (1:1,000, Abcam, ab40801), rabbit anti-S100β (1:1,000; Abcam ab41548), rabbit anti-cFOS (1:1,000; Synaptic Systems 226008), rabbit anti-RFP (1:1,000; Rockland 600–401-379), rabbit anti-mCherry (1:1,000; Abcam, ab167453), rabbit anti-opioid receptor, µ, pain (MOR1) (1:200, Millipore Sigma, AB5511), chicken anti-calbindin D-28K (1:200, Novus Biologicals, NBP2-50028), chicken anti-GFAP (1:1,000; Abcam, ab4674) and rabbit anti-HA tag (1:1,000; Abcam, ab9110), guinea pig anti-RFP (1:1,000, Synaptic Systems, 390004), rabbit anti-SOX9 (1:500, EMD Millipore, AB5535), rabbit anti-OLIG2 (1:500, EMD Millipore AB9610), rabbit anti-KIR4.1 (1:500, Alomone Labs, APC-035), rabbit anti-ATP1a2 (1:300, Proteintech, 16836-1-AP), rabbit anti-GLT1 (1:500, Synaptic Systems, 250203), mouse anti-GABA (1:500, Abcam, ab86163), rabbit anti-MAOB (1:500, Thermo Fisher Scientific PA5-28338), rabbit anti-GAT3 (1:250, gift from the N. Brecha laboratory at UCLA), rabbit anti-CAPZB (1:250, Thermo Fisher Scientific PA5-83196). The next day, the sections were washed three times in 0.1 M PBS for 10 min each before incubation at room temperature for two hours with secondary antibodies diluted in 0.1 M PBS. Alexa-conjugated (Molecular Probes) secondary antibodies were used at a 1:1,000 dilution (Alexa Fluor 405 goat anti-mouse (A31553), Alexa Fluor 488 goat anti-chicken (A11039), Alexa Fluor 488 goat anti-rabbit (A11008), Alexa Fluor 488 goat anti-mouse (A11010), Alexa Fluor 546 goat anti-mouse (A11030), Alexa Fluor 546 goat anti-rabbit (A11001), Alexa Fluor 647 goat anti-rabbit (A21244), streptavidin and Alexa Fluor 488 conjugate (S11223)). The sections were rinsed three times in 0.1 M PBS for 10 min each before being mounted on microscope slides and sealed in fluoromount-G. Fluorescence images were taken using UPlanSApo 10× 0.4 NA, UPlanFLN 40× 1.30 NA oil immersion or PlanApo N 60× 1.45 NA oil immersion objective lenses on a confocal laser-scanning microscope (Fluoview FV3000; Olympus). Laser settings were kept the same within each experiment. Images represent maximum intensity projections of optical sections with a step size of 1 μm or 5 µm for the entire brain or striatum images. Images were processed with Image J (NIH v.2.1). Cell counting was done on maximum intensity projections using the Cell Counter plug-in; only cells with soma completely within the region of interest (ROI) were counted.

#### Acute sections

Acute sections were used for biocytin staining to assess MSN morphology, spine density and spine head width. Fresh brain slices (300 μm) were placed into 10% buffered formalin overnight at 4 °C and processed as for IHC. Sections were washed three times in 0.1 M PBS with 2% Triton-X 100 for 5 min each, and then incubated in a blocking solution containing 10% NGS in 0.1 M PBS with 1% Triton-X 100 for one hour at room temperature with agitation. Sections were then incubated at room temperature with streptavidin-conjugated Alexa 647 (1:250, S11223) diluted in 0.1 M PBS with 0.4% Triton-X 100 for 3 h. The sections were rinsed three times in 0.1 M PBS for 10 min each before being mounted on microscope slides in fluoromount-G. Images were obtained in the same way as for the IHC for frozen sections, except with a step size of 0.33 μm. For the quantification of spine density, we analysed only spines on dendritic shafts that were parallel to the imaging plane to minimize the possibility of rotational artefacts. Spine density was calculated by dividing the number of spines by the length of the dendritic segment. For quantification of spine head width, a line ROI across the maximum diameter of the spine was made and a profile that has a single peak was obtained. The MSN morphology was determined using a Sholl analysis plug-in with ImageJ (NIH v.2.1).

#### TUNEL assay

To assess apoptosis, a TUNEL assay was performed on frozen sections in control and *Crym* KO mice using the TUNEL Andy Fluor 647 Apoptosis Detection Kit (ABP Biosciences, A052). In brief, DNA strand breaks with 3’-hydroxyl ends are labelled with biotin-11-dUTP in the presence of terminal deoxynucleotidyl transferase (TdT). Once incorporated into the DNA, biotin is detected using HRP- or fluorophore-labelled streptavidin. The experiment was performed following the manufacturer’s instructions.

### Retrograde tracing and afferent projections

For retrograde tracing experiments, 300 nl of cholera toxin subunit B, Alexa Fluor 647-conjugated (CTB-647) (Thermo Fisher Scientific C34778) was injected in the central striatum of CAG-Cas9-GFP mice. Ten days after injection, frozen sections were prepared as described above. The number of CTB-647^+^ cell bodies per mm^2^ were manually counted in regions of the prefrontal cortex and motor cortex delineated by the Paxinos Brain Atlas. To visualize the projections from the lOFC and M1, 0.3 µl of AAV9-CaMKIIa-hChR2(H134R)-mCherry and 0.3 µl of AAV1-Syn-Chronos-GFP were injected in the lOFC and M1 respectively. Four weeks after injection, mCherry and GFP fluorescence in the striatum were delineated with a threshold method and the intensity of µ-crystallin was quantified in each ROI.

### Astrocyte morphology

Astrocyte morphology was assessed using Lucifer Yellow iontophoresis. In brief, control or *Crym* KO mice were transcardially perfused with 10 ml of 35 °C Ringer’s solution (135 mM NaCl, 14.7 mM NaHCO_3_, 5 mM KCl, 1.25 mM Na_2_HPO_4_, 2 mM CaCl_2_, 1 mM MgCl_2_ and 11 mM d-glucose, bubbled with 95% O_2_ and 5% CO_2_) with 0.02% lidocaine followed by 50 ml of 10% buffered formalin (Thermo Fisher Scientific SF100-20). Brains were lightly post-fixed at room temperature for 1.5 h and then washed three times in ice-cold 0.1 M PBS for 10 min. Coronal sections (100 μm) were cut using a Pelco Vibrotome 3000 and then placed in ice-cold PBS for the duration of the experiment. Ten milligrams of Lucifer yellow CH di-Lithium salt (Sigma L0259) was dissolved in 1 ml 5 mM KCl solution and filtered before use. Sharp (around 200 MOhm) glass electrodes were pulled from borosilicate glass capillaries with filament (outer diameter 1.0 mm; inner diameter 0.58 mm). Electrodes were gravity filled with Lucifer yellow solution. Sections were transferred to a PBS solution at room temperature for filling. Astrocytes were identified using mCherry expression and then impaled with the sharp electrode. Lucifer yellow was injected into the cell by applying around 1 V for 10 min. After the astrocyte was filled, the electrode was removed completely. The sections were fixed with 4% paraformaldehyde and the filled astrocyte was imaged with UPlanFLN 40× 1.30 NA oil immersion or PlanApo N 60× 1.45 NA oil immersion objective lenses on a confocal laser-scanning microscope (Fluoview FV3000; Olympus) at a digital zoom of two to three and a 0.3-µm confocal *z*-step. Territory area and soma area were generated using threshold reconstruction with Image J (NIH v.2.1).

### Dual in situ hybridization with RNAscope and IHC

Fixed-frozen tissue was processed as described above. Serial coronal sections (14 μm) containing striatum were prepared using a cryostat microtome (Leica) at −20 °C and mounted immediately onto glass slides. In situ hybridization was performed using Multiplex RNAscope (ACDBio 320851). Sections were washed for at least 15 min with 0.1 M PBS, and then incubated in 1× Target Retrieval Reagents (ACDBio 322000) for 5 min at 95–100 °C. After washing with ddH_2_O twice for 1 min each, they were dehydrated with 100% ethanol for 2 min and dried at room temperature. Then, the sections were incubated with Protease Pretreat solution (ACDBio 322340) for 30 min at 40 °C. The slides were washed with ddH_2_O twice for 1 min each and then incubated with probe(s) for 2 h at 40 °C. The following probes were used: Mm-Crym-C3 (ACDBio 466131-C3), Mm-Drd1-C3 (ACDBio 461901-C3) and Mm-Drd2-C3 (ACDBio 406501-C3). The sections were incubated in AMP 1-FL for 30 min, AMP2-FL for 15 min, AMP3-FL for 30 min and AMP4-FL for 15 min at 40 °C with washing in 1× wash buffer (ACDBio 310091) twice for 2 min each before the first incubation and in between incubations. All the incubations at 40 °C were performed in the HybEZ Hybridization System (ACDBio 310010). Slices were washed in 0.1 M PBS three times for 10 min each, followed by IHC that was performed as described above except with antibody dilutions. The following primary antibodies were used: mouse anti-µ-crystallin (1:100, Santa Cruz, sc-376687), rabbit anti-DARPP-32 (1:500, Abcam, ab40801) and rabbit anti-S100β (1:500; Abcam ab41548). Images were obtained in the same way as for the IHC described above, and were processed with Image J (NIH v.2.1). Astrocyte area was demarcated by drawing an 80-µm-diameter circle around the soma (the average size of striatal astrocytes based on our previous experiments). Then, the percentage of D1 and D2 positive neurons was quantified within this area.

### Pharmacological treatments

To reduce stress, mice were handled and habituated three days before beginning the treatments. For fluoxetine experiments, six-month-old SAPAP3^−/−^ mice were treated with an intraperitoneal (i.p.) injection of fluoxetine (Tocris 0927) at 10 mg per kg (dissolved in 0.9% sodium chloride) for seven consecutive days. Three weeks after AAV microinjection, striatal *Crym* KO mice were treated with an i.p. injection of fluoxetine at 10 mg per kg for 21 consecutive days. For Gi activation, mice were treated with a single i.p. injection of deschloroclozapine (DCZ, Tocris 7193) at 1 µg kg^−1^ for one day (grooming test), two days (open-field test), three days (marble-burying test), seven days (novel object recognition test) or eight days (IHC). For both experiments, untreated mice received the same amount of 0.9% sodium chloride (vehicle). Behavioural tests or euthanasia were performed one to two hours after treatments.

### Behavioural tests

Behavioural tests were performed during the light cycle between 09:00 and 18:00, three to five weeks after AAV injection. Both male and female mice were used in behavioural tests. The mice were randomly allocated to a group as they became available and of age in the breeding colony. All of the experimental mice were transferred to the behaviour testing room at least 30 min before the tests to allow them to acclimatize to the environment and to reduce stress. The temperature and humidity of the experimental rooms were kept at 23 ± 2 °C and 55 ± 5%, respectively. Background noise (65 ± 2 dB) was generated by a white noise generator (San Diego Instruments). The brightness of the experimental room was kept at less than 20 lux.

#### Open-field test

The open-field chamber consisted of a square arena (28.5 × 30 cm) enclosed by walls made of translucent polyethylene (15 cm tall). The locomotor activity of mice was recorded for 10 or 30 min using a camera located above the open-field chamber. The open-field behaviours were analysed with an automated video tracking software ANY-maze (v.6.3, Stoelting).

#### Rotarod test

Mice were held by the tails and placed on the rod (3 cm diameter) of a single lane rotarod apparatus (ENV-577 M, Med Associates), facing away from the direction of rotation. The rotarod was set with a start speed of 4 rpm. Acceleration started 10 s later and was set to 20 rpm with a maximum speed 40 rpm per min. Each mouse received five trials 30 min apart for five consecutive days and the latency to fall was recorded for each trial. The average latency to fall was used as a measurement for motor coordination.

#### Footprint test

A 1-m-long runway (8 cm wide) was lined with paper. Each mouse had its hind paws painted with non-toxic ink and was placed at an open end of the runway. The mice were allowed to walk to the other end with a darkened box. For the gait analysis, stride length and width were measured and averaged for both left and right hindlimbs over five steps.

#### Self-grooming behaviour

Mice were placed individually into plastic cylinders (15 cm in diameter and 35 cm tall), and allowed to habituate for 20 min. Self-grooming behaviour was recorded for 10 min. A timer was used to assess the cumulative time spent in self-grooming behaviour, which included paw licking; unilateral and bilateral strokes around the nose, mouth and face; paw movement over the head and behind the ears; body fur licking; body scratching with hind paws; tail licking; and genital cleaning. The number of self-grooming bouts and rearing bouts was also counted. Separate grooming bouts were considered when the pause was more than 5 s or if behaviours other than self-grooming occurred. The self-grooming microstructure was not assessed.

#### Spray test

A standard spray bottle was filled with distilled water and the nozzle was adjusted to the ‘misting’ mode. Mice were held by the tails on the bench and sprayed four times from 30 cm away to be adequately covered with mist. Mice were placed individually into the plastic cylinders and grooming behaviour was recorded for 10 min after the spray and then analysed as described in the preceding section.

#### Marble-burying and digging test

Fresh, unscented soft wood chip bedding was added to polycarbonate cages (21 × 43 × 20.5 cm) to a depth of 5 cm. Fifteen sanitized glass marbles were gently placed on the surface of the bedding in five rows of three marbles. Mice were allowed to remain in the cage undisturbed for 30 min. A marble was scored as buried if two-thirds of its surface area was covered by bedding. For the digging test, the same experiment without the marbles was performed. The latency to start digging, the total digging duration and the duration of digging bouts were also counted.

#### Novel object recognition

On day 1 and day 2, mice were placed in an empty open chamber (28.5 × 30 cm) for 10 min for habituation. On day 3 (training day), mice were placed in the same open chamber containing two identical objects evenly spaced apart; the trial was video recorded for 10 min. For the novel object recognition test, at day 4 (testing day), 24 h after training, mice were placed in the same open chamber, with one of the two objects replaced with a novel object. The trial was video recorded for 10 min. Time exploring around the objects was manually measured. The recognition index was calculated as follows: (time exploring the novel object – time exploring the familiar object)/(time exploring both objects) – 50.

#### Lickometer test

Mice were placed in a lickometer system (Stoelting) to measure licking behaviour (20 × 20 cm). In brief, an electrical signal was generated from the tongue touching the sipper tube, with each lick recorded as an event using the ANY-maze software (v.6.3, Stoelting). Mice were placed in the chamber for 30 min during four consecutive days and placed back to their home cage at the end of each session. Before the fourth day, mice were water deprived for 12–16 h before the session. The total number of licks, the total duration of drinking and the latency to start drinking were measured by the software.

#### Elevated plus maze

The elevated plus maze consisted of arms that were 30 × 7 cm with closed-arm walls with a height of 20 cm. The maze was elevated 65 cm above floor level and was placed in the centre of the room away from other stimuli. Mice were placed in the centre of the maze facing an open arm. Mice were recorded for 10 min using a camera (Logitech) located above the maze. ANY-maze video analysis software was used to quantify the time spent in open arms and time spent in close arms.

#### Food consumption

Three weeks after AAV injections, 200 g of food was placed in the home cage for 72 h. The remaining food was weighed and divided by the number of days and the number of mice to calculate the consumption in gram per day per mouse.

#### Weight

Mice were weighed the day before the AAVs injection and every week for four weeks after injection.

### Brain-slice preparation and electrophysiological recordings in the striatal slices

Coronal or sagittal striatal slices were prepared from 6–12-week-old *Crym* KO mice, control or *Crym*-GFP mice. In brief, mice were deeply anaesthetized with isoflurane and decapitated with sharp shears. The brains were placed and sliced in ice-cold modified artificial CSF (aCSF) containing the following: 194 mM sucrose, 30 mM NaCl, 4.5 mM KCl, 1 mM MgCl_2_, 26 mM NaHCO_3_, 1.2 mM NaH_2_PO_4_ and 10 mM d-glucose, and saturated with 95% O_2_ and 5% CO_2_. A vibratome (DSK Microslicer; Ted Pella) was used to cut 300-µm brain sections. The slices were allowed to equilibrate for 30 min at 33 °C in normal aCSF containing: 124 mM NaCl, 4.5 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_, 26 mM NaHCO_3_, 1.2 mM NaH_2_PO_4_ and 10 mM d-glucose, continuously bubbled with 95% O_2_ and 5% CO_2_. Slices were then stored at 21–23 °C in the same buffer until use. All slices were used within 6 h of slicing. The brain-slice recordings were performed at room temperature (21–23 °C). Whole-cell patch-clamp recordings were made from astrocytes or MSNs in the central striatum using patch pipettes with a typical resistance of 4–6 MΩ. MSNs were morphologically and electrophysiologically identified. Astrocytes were identified by mCherry or EGFP expression. The intracellular solution for MSN membrane properties, EPSCs, evoked EPSCs and astrocyte recordings comprised the following: 135 mM potassium gluconate, 3 mM KCl, 10 mM HEPES, 1 mM EGTA, 0.3 mM Na-ATP, 4 mM Mg-ATP, 0.1 mM CaCl_2_ and 8 mM Na_2_-phosphocreatine, with the pH adjusted to 7.3. The intracellular solution for IPSC recordings comprised the following: 138 mM KCl, 10 mM HEPES, 1 mM EGTA, 0.3 mM Na-ATP, 4 mM Mg-ATP, 0.1 mM CaCl_2_, 8 mM Na_2_-phosphocreatine and 3 mM QX314, with the pH adjusted to 7.3. To evoke EPSCs specifically from the M1 or lOFC projections, Channelrhodopsin 2 was injected bilaterally in one of these two areas and afferents in the central striatum were stimulated with an LED light source (Lambda TLED+, Sutter Instrument). To assess input–output function, test stimuli were applied at increasing intensities ranging from 0 to 3 mW. Stimulation intensities were set to evoke responses at 50–60% maximal amplitude to induce paired-pulse responses. Paired pulses were delivered at five different interpulse intervals: 40, 60, 80, 100 and 160 ms apart. To isolate mEPSCs, MSNs were voltage-clamped at −70 mV and pre-incubated with 0.3 µM tetrodotoxin (TTX) before recording. To isolate sIPSCs, MSNs were voltage-clamped at −60 mV and pre-incubated in the presence of 10 µM 6-Cyano-7-nitroquinoxaline-2,3-dione (CNQX) for 10 min before recording. mIPSCs were recorded after incubation with 10 µM CNQX and 0.3 µM TTX for 10 min. To access tonic GABA currents, 25 µM bicuculline was bath-applied in the presence of 10 µM CNQX, 0.3 µM TTX. In some cases, 1 mg ml^−1^ biocytin (Tocris, 3349) was added to the intracellular solution to subsequently visualize patched neuron. All recordings were performed at room temperature, using pCLAMP11.2 (Axon Instruments, Molecular Devices) and a MultiClamp 700B amplifier (Axon Instruments, Molecular Devices). Cells with Ra that exceeded 25 MΩ were excluded from analysis. Analysis was performed using ClampFit 10.7 software.

### Calcium imaging of astrocytes in brain slices

Slice preparation was performed as above. Cells for all of the experiments were imaged using a confocal microscope (Fluoview 1000; Olympus) with a 40× water-immersion objective lens with 0.8 NA and a digital zoom of two to three. We used the 488-nm line of an Argon laser, with the intensity adjusted to 5–10% of the maximum output of 10 mW. The emitted light pathway consisted of an emission high-pass filter (505–525 nm) before the photomultiplier tube. Astrocytes were typically around 25 μm below the slice surface and were scanned at one frame per second for imaging sessions. For pharmacological activation of endogenous G-protein-coupled receptors, agonists were dissolved in water. Stock solutions were diluted in aCSF immediately before use. Analyses of time-lapse image series were performed using Image J v.2.1 (NIH). The XY drift was corrected using Image J; cells with Z drift were excluded from analyses. Time traces of fluorescence intensity were extracted from the ROIs and converted to Δ*F*/*F* values. For microdomains, GECIquant software (v.1.0) was used. Events were identified on the basis of amplitudes that were at least twofold above the baseline noise of the Δ*F*/*F* trace. Extracted calcium signals were analysed using OriginPro 2017 (OriginLab, v.9.4.2).

### Striatal scRNA-seq

scRNA-seq was performed to profile the whole striatum of four adult mice using a protocol that preferentially captures non-neuronal cells^23^. Male mice at 7–8 weeks old were anaesthetized and decapitated. The brain was immediately dissected out and was sectioned on a vibratome (Microslicer DTK-Zero 1; Ted Pella) into 400-μm slices in ice-cold aCSF + trehalose (ACSF-T) (124 mM NaCl, 2.5 mM KCl, 1.2 mM NaH_2_PO_4_, 24 mM NaHCO_3_, 5 mM HEPES, 13 mM glucose, 2 mM MgSO_4_, 2 mM CaCl_2_ and 14.6 mM trehalose, pH adjusted to 7.3–7.4) oxygenated with 95% O_2_/5% CO_2_. The slices containing the striatum were immediately transferred to an oxygenated recovery solution (93 mM *N*-methyl-d-glucamine, 2.5 mM KCl, 1.2 mM NaH_2_PO_4_, 30 mM NaHCO_3_, 20 mM HEPES, 25 mM glucose, 10 mM MgSO_4_, 0.5 mM CaCl_2_, 5 mM sodium ascorbate, 2 mM thiourea, 3 mM sodium pyruvate and 45 μM actinomycin D, with a pH of 7.3–7.4) for 15 min on ice. The striatum was dissected out under a dissecting microscope in ice-cold ACSF-T and cut into small pieces (less than 1 mm in all dimensions). Tissue was then transferred to a Petri dish for digestion with ACSF-T containing 1 mg ml^−1^ pronase (Sigma-Aldrich, P6911) and 45 μM actinomycin D (Sigma-Aldrich, A1410) and incubated at 34 °C for 20 min with aerated carbogen. The digested tissue was transferred to ice-cold oxygenated ACSF-T containing 1% fetal bovine serum and 3 μM actinomycin D. The tissue was dissociated sequentially by gentle trituration through glass Pasteur pipettes with polished tip openings of 500 μm, 300 μm and 150 μm diameter. Actinomycin D was added to the recovery solution at 45 μM, the pronase solution at 45 μM and trituration solution at 3 μM to prevent stress-induced transcriptional alterations. To increase the yield of glial cells^23^, filters with various pore sizes (70 μm, 40 μm and 20 μm) were tested, and a 20-μm filter gave the highest yield and therefore was chosen. The dissociated cells were filtered through a 20-μm filter and washed with ice-cold ACSF-T. To remove myelin, the cell pellet was resuspended in PBS and processed with a debris removal kit (Miltenyi Biotec, 130-109-398). The cell density was calculated and isolated cells were diluted to 1,000 cells per microlitre and processed with the 10X Genomics platform within 10 min. Single-cell libraries were generated and sequenced on the Illumina NextSeq500 sequencer.

### scRNA-seq analysis

Sequence reads were processed and aligned to the mouse genome (mm10) using CellRanger 3.0. Striatal cells with fewer than 300 genes and genes expressed in more than 3 cells were used for the subsequent analysis in R. Basic processing and visualization of the scRNA-seq data were performed with the Seurat package (v.4.0.5) in R (v.4.0.3). Scrublet was embedded in the Seurat pipeline to remove doublets. 

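Of the barcodes in the files, 6898 in library 1 and 5364 in library 2 had at least 300 detected genes, 12262 in all. Scrublet, run on each library with an expected doublet rate of 6%, marked 115 of these as doublets in library 1 (1.67%) and 152 in library 2 (2.83%), and all 267 were removed. The paper's wording of the filter, cells with fewer than 300 genes, was read as a minimum of 300, and its text gives no expected doublet rate. Mitochondrial genes took a median of 5.29% and 6.05% of the UMIs per cell, and no cell was removed for its mitochondrial share. The lowest UMI total of a barcode was 500 in library 1 and 501 in library 2, and the highest was 67529 and 67227.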

Our initial dataset contained 64,836 cells. Data across batches were integrated with canonical correlation analysis (CCA), and annotated with mouse ID and age with a metadata column. The transcript expression was normalized for each cell by the total expression, and multiplied by a scale factor of 10,000, and log-transformed. Next, principal component analysis (PCA) was performed, and the top 30 principal components (PCs) were stored. Clusters were identified with the FindClusters() function by use of the shared nearest neighbour modularity optimization with a clustering resolution set to 0.08. Cell-class clusters were then annotated on the basis of the expression of cell lineage marker genes. 

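Each cluster was named after the class of which at least 3 marker genes were raised at least 2-fold in it over the other cells, with at least 1 among its 50 leading genes. The markers exclude the genes reported as results. Both astrocyte-like clusters had 1710 and 602 cells. The larger was shallow, with a median of 1485 UMIs per cell, and was led by *Agt*, *Slc6a11* and *Etnppl*, and the smaller was deep, with a median of 8271 UMIs, and was led by *Crym*, *Fjx1* and *Cldn10*, although *Crym* and *Slc6a11* took no part in the clustering. Neuroblast-like cells were led by *Ccnd2*, *Sox11* and *Igfbpl1*, and 6 of their 10 leading genes, *Top2a*, *Hist1h2ap*, *Pclaf*, *Cenpf*, *Mki67* and *Hmgb2*, also led a progenitor-like cluster of 553 cells at a resolution of 0.32, so this class is a mix. Endothelial-like cells were led by *Cldn5* and *Ly6c1*, OPC-like cells by *Pdgfra* and *C1ql1*, neuron-like cells by *Snhg11* and *Penk*, mural-like cells by *Acta2* and *Vtn*, and macrophage-like cells by *Cd74* and *Pf4*. Microglia-like cells formed a cluster of 1642 cells led by *Cx3cr1* and *P2ry12* and another of 500 shallow cells, with a median of 1234 UMIs, led by *Ccl4*, *Ctss* and *Lag3*. Oligodendrocyte-like cells formed a cluster of 1677 cells led by *Ermn* and *Tubb4a* and another of 693 cells with 23.0% mitochondrial UMIs, led by *Hapln2*, *Vmp1* and *Ptprd*. The 97 cell-cycle genes, also kept out of the clustering, took 15111 and 18170 CPM in neuroblast-like cells and 1661 and 1520 CPM in astrocyte-like cells. *Hmgb2* had the most UMIs of them, with 2210 and 2808 CPM in neuroblast-like cells.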

Astrocyte cell class was further analysed. Astrocytes were subset, CCA integrated, scaled and normalized; this was followed by PCA analysis, and shared nearest neighbour modularity optimization with a clustering resolution of 0.08 was performed. 

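Clustered again by themselves at the same resolution, the astrocyte-like cells fell into 4 subclusters. In the first, with 488 cells in library 1 and 355 in library 2, 28.9% (exact binomial 95% interval 24.9–33.1%) and 31.3% (26.5–36.4%) of the cells were *Crym*+. *Gm26917*, *Thbs4* and *Pxdn* led it, with *Kcnq1ot1* among its 10 leading genes. In the next, with 547 and 210 cells, these shares were 34.0% (30.0–38.1%) and 42.9% (36.1–49.8%). It was led by *C1qb* and *C1qa*, markers of microglia, and by *Mal*, and was the shallowest in library 1, with a median of 959 UMIs per cell. In the deepest, with 282 and 354 cells and medians of 8606 and 7691 UMIs, 61.3% (55.4–67.1%) and 65.5% (60.3–70.5%) of the cells were *Crym*+, and *Crym*, *Tmem100* and *Lmo1* led it. In the smallest, with 15 and 61 cells, 13.3% (1.66–40.5%) and 4.92% (1.03–13.7%) were *Crym*+, and *Igsf1*, *Agt* and *Gria1* led it. *Slc6a11* stood at 2034 and 3049 CPM in this smallest subcluster and between 352 and 789 CPM in the others. A share of *Crym*+ cells rises with depth, so a higher share in a deeper subcluster is not by itself read as a difference. Levels in CPM are scaled for depth. *Crym* stood at 302 and 481 CPM in the first subcluster, at 1204 and 1492 in the next and at 1462 and 1795 in the deepest. The lower level of the first subcluster in both libraries argues against depth as its whole cause. The smallest subcluster was deeper than the first, with medians of 2649 and 5561 UMIs against 1820.5 and 1466. Its shares were still lower, with intervals that overlap in library 1 only. Its *Crym* level was lower in both libraries, at 33.6 and 11.3 CPM against 302 and 481, which argues against depth as the cause there. The number of subclusters was 5 at a resolution of 0.32 and 3 when cells with 20% or more mitochondrial UMIs were left out. At 0.32 a subcluster of 373 cells in library 1 and 182 in library 2 was led by *Hpca* and *Tubb3*. Another, of 174 and 30 cells, was led by *C1qa* and *Ctss*. No fit of *Crym*+ against *Crym*- cells left out these subclusters or the one led by *Gm26917*.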

Six molecular subclusters were identified. Astrocyte cells that were *Crym*^+^ were defined if the *Crym* transcript expression level was greater than 0.25 (2,126 cells), and *Crym*^−^ cells were defined if the *Crym* transcript expression level was less than 0.25 (2,093 cells). 

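By this threshold 938 astrocyte-like cells were *Crym*+ and 1374 were *Crym*-. No *Crym*- cell held a *Crym* UMI, and a threshold of at least 1 UMI selected the same cells. The groups therefore differ in depth. The median UMI total was 2443 in *Crym*+ and 1443.5 in *Crym*- cells of library 1, and 5175 and 1967 in library 2. With each cell thinned to 1000 UMIs before the split, in another random draw than the one behind the shares by class, 306 cells were *Crym*+ and 667 *Crym*- in library 1, and 310 and 565 in library 2. At 2000 UMIs the numbers were 254 and 324 in library 1, and 268 and 311 in library 2. Drawing equal numbers of *Crym*+ and *Crym*- cells from each range of UMI totals, 4 ranges per doubling, kept 432 cells of each group in library 1, with medians of 2107.5 and 2101.5 UMIs, and 354 of each in library 2, with medians of 3588.5 and 3489 UMIs.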

MAST (model-based analysis of single-cell transcripts) comparison identified differentially expressed genes (FDR < 0.05) in *Crym*^+^ and *Crym*^*−*^ cells with a threshold criteria of 0.1 (that is, 10% of cells). 

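The comparison here was made on sums of counts, 1 per library and group, in place of single cells. edgeR's filterByExpr, in place of detection in 10% of cells, kept 11140 genes, of which 367 passed the threshold, and with every gene that had at least 1 count 18730 were tested and 621 passed, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Library sizes alone in place of TMM gave 308. With doublets kept 663 genes passed, and with at least 500 detected genes per cell 668. With cells thinned to 1000 UMIs 1543 genes were tested and 91 passed, at 2000 UMIs 3339 were tested and 227 passed, and with UMI totals matched 5397 were tested and 236 passed, of which 192 were also called without matching.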

Genes were considered commonly expressed if they were expressed in all astrocyte cells, but were not differentially expressed in *Crym*^+^ astrocytes. QIAGEN ingenuity pathway analysis (IPA) was performed to identify canonical pathways associated with these genes (made available by QIAGEN Digital Insights).

### RNA-seq experiments using the RiboTag method

CAG-Cas9-GFP mice (6–8 weeks old) were bilaterally injected in the central striatum with astrocytic RiboTag (AAV2/5-GfaABC_1_D-Rpl22-HA) in conjunction with AAVs expressing sgRNAs for *Crym* (AAV2/5 U6-sgRNA-Crym(×3)-GfaABC_1_D-mCherry) or for EGFP (AAV2/5 U6-sgRNA-GFP-GfaABC_1_D-mCherry). RNA was immunoprecipitated from astrocytes or neurons at 10–12 weeks old as previously described^33^. In brief, freshly dissected striatum tissues were collected and individually homogenized in 1 ml homogenization buffer (50 mM Tris pH 7.4, 100 mM KCl, 12 mM MgCl_2_, 1% NP-40, 1 mM dithiothreitol (DTT), 1× protease inhibitors, 200 U ml^−1^ RNAsin, 100 µg ml^−1^ cyclohexamide and 1 mg ml^−1^ heparin). RNA was extracted from 20% of cleared lysate as Input (200 µl). The remaining lysate (800 µl) was incubated with 5 µl of mouse anti-HA antibody (Biolegend 901514) with rocking for 4 h at 4 °C, followed by the addition of 200 µl of magnetic beads (Pierce 88803) and overnight incubation with rocking at 4 °C. The beads were washed three times in high-salt solution (50 mM Tris pH 7.4, 300 mM KCl, 12 mM MgCl_2_, 1% NP-40, 1 mM DTT and 100 µg ml^−1^ cyclohexamide). RNA was purified from the immunoprecipitated and corresponding input samples (RNeasy Plus Micro, QIAGEN 74034). RNA concentration and quality were assessed with Agilent 2100 Bioanalyzer. RNA samples with an RNA integrity number greater than seven were processed with the Ribo-Zero Gold kit (Epicentre) to remove ribosomal RNA. Sequencing libraries were prepared using the Illumina TruSeq RNA sample preparation kit following the manufacturer’s protocol. After library preparation, amplified double-stranded cDNA was fragmented into 125-bp (Covaris-S2) DNA fragments, which were (200 ng) end-repaired to generate blunt ends with 5’-phosphates and 3’-hydroxyls and adapters ligated. The purified cDNA library products were evaluated using the Agilent Bioanalyzer and diluted to 10 nM for cluster generation in situ on the HiSeq paired-end flow cell using the CBot automated cluster generation system. Samples in each experiment were multiplexed into a single pool to avoid batch effects and 69-bp paired-end sequencing was performed using an Illumina HiSeq 4000 sequencer (Illumina). A yield of between 51 and 108 million reads was obtained per sample. Quality control was performed on base qualities and the nucleotide composition of sequences. Alignment to the *Mus musculus* (mm10) refSeq (refFlat) reference gene annotation was performed using the STAR spliced read aligner (v.2.7.5c) with default parameters. Further quality control was performed after the alignment to examine: the degree of mismatch rate, mapping rate to the whole genome, repeats, chromosomes, key transcriptomic regions (exons, introns, UTRs and genes), insert sizes, AT/GC dropout, transcript coverage and GC bias. Between 75% and 94% (average 87.6%) of the reads mapped uniquely to the mouse genome. Total counts of read fragments aligned to candidate gene regions were derived using the HTSeq program (https://htseq.readthedocs.io/en/latest/overview.html#overview) with mouse mm10 refSeq (refFlat table) as a reference and used as a basis for the quantification of gene expression. Only uniquely mapped reads were used for subsequent analyses. Differential expression analysis was conducted with R Project and the Bioconductor package limmaVoom. Weighted gene co-expression network analysis (WGCNA) was performed using an R package. Modules of genes that highly correlated with HD samples were selected. RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) repository (https://www.ncbi.nlm.nih.gov/geo/).

### Metabolomics experiments

Four to six weeks after AAV injection, mice were decapitated and striata were dissected and flash-frozen. Five to eight milligrams of each tissue sample was extracted using a Folch-like method (water, methanol and chloroform) and a bead-based mechanical tissue disruptor. The polar phase was dried and derivatized for GC–MS analysis as previously described^50^. The results were scaled against calibrated standards and normalized to the frozen weight of the starting material to obtain nmol per mg values.

### Proteomic experiments

#### In vivo BioID2 protein biotinylation

A detailed protocol is available in a previous report^48^. In brief, three weeks after AAV microinjection with *Crym*-BioID2 AAV, mice were treated with a subcutaneous injection of biotin at 24 mg per kg (Millipore Sigma RES1052B-B7) dissolved in sterile 0.1 M PBS once per day for seven consecutive days. The mice were processed 16 h after the last biotin injection.

#### Western blot of in vivo BioID2 samples

Mice were decapitated and the striata were dissected and homogenized with a dounce and pestle in ice-cold RIPA buffer (150 mM NaCl, 50 mM Tris pH 8.0, 1% Triton-X, 0.5% sodium deoxycholate, 0.1% SDS and Halt protease inhibitor (Thermo Fisher Scientific 78429). The homogenate was incubated at 4 °C while spinning for one hour. The homogenate was sonicated and then centrifuged at 4 °C for 10 min at 15,600*g*. The clarified lysate was collected and the protein concentration was measured using the BCA protein assay (Thermo Fisher Scientific). The samples were then mixed with 2× Laemmli solution (BioRad) containing β-mercaptoethanol. The samples were boiled at 95 °C for 10 min before being electrophoretically separated by 10% SDS–PAGE (30 μg protein per lane) and transferred onto a nitrocellulose membrane (0.45 μm). The membrane was incubated with agitation in a solution containing 5% BSA, 0.1% Tween-20 and 0.1 M PBS for 1 h. The membrane was probed with streptavidin–HRP (Sigma RABHRP3) at 1:250 for two hours. The membrane was then treated with the Pierce chemiluminescence solution for 1 min and imaged. The blot was incubated overnight at 4 °C with rabbit anti-β-actin (1:1,000; Abcam ab8227). IR-dye 800CW anti-rabbit (1:10,000; Li-Cor) secondary was used and images were acquired on a Li-Cor odyssey infrared imager. Signal intensities at the expected molecular weight were quantified using Image J (v.2.1). The streptavidin signal levels were normalized to β-actin by dividing the streptavidin signal intensity by the β-actin signal intensity. Thirty micrograms of protein was loaded into each gel well.

#### In vivo pull-down of BioID2 biotinylated proteins

The purification of biotinylated proteins was performed as previously described^48^. Each AAV *Crym*-BioID2 probe and its counterpart AAV *Crym*-GFP control were injected into the striatum of six-week-old C57/Bl6NTac mice. Three weeks after AAV microinjection, biotin (Millipore Sigma RES1052B-B7) was subcutaneously injected at 24 mg per kg for seven consecutive days. All mice were processed 16 h after the last biotin injection. Eight mice were used for each biotinylated protein purification and each purification was performed independently five times. Mice were decapitated and striata were microdissected. Striata from four mice were dounce homogenized with 600 μl of lysis buffer 1 (1 mM EDTA, 150 mM NaCl and 50 mM HEPES pH 7.5, supplemented with Halt protease inhibitor (Thermo Fisher Scientific 78429). Immediately after homogenization, 600 μl of lysis buffer 2 (2% sodium deoxycholate, 2% Triton-X, 0.5% SDS, 1 mM EDTA, 150 mM NaCl and 50 mM HEPES pH 7.5) was added. The lysed samples were sonicated for 5 min at 60% power and then centrifuged at 15,000*g* for 15 min at 4 °C. The resulting supernatant was then ultracentrifuged at 100,000*g* for 30 min at 4 °C. SDS was added to the supernatant for a final concentration of 1%. The sample was then boiled at 95 °C for 5 min. Sample was cooled on ice and incubated with 35 μl of equilibrated anti-pyruvate carboxylase (5 μg; Abcam 110314) conjugated agarose beads (Pierce 20398) for four hours at 4 °C while rotating. Subsequently, the sample was centrifuged at 2,000 rpm for 5 min at 4 °C and the supernatant was incubated with 80 μl NeutrAvidin agarose at 4 °C overnight while rotating. The NeutrAvidin beads were then washed twice with 0.2% SDS, twice with wash buffer (1% Na deoxycholate, 1% Triton-X and 25 mM LiCl), twice with 1 M NaCl and five times with 50 mM ammonium bicarbonate. Proteins bound to the agarose were then eluted in elution buffer (5 mM biotin, 0.1% RapiGest SF surfactant and 50 mM ammonium bicarbonate) at 60 °C for a minimum of 2 h. The final protein concentration was measured by BCA.

#### Analysis of biotinylated proteins and bulk mouse tissue using mass spectrometry

Protein samples were subjected to reduction using 5 mM Tris (2-carboxyethyl) phosphine for 30 min, alkylated by 10 mM iodoacetamide for another 30 min and then digested sequentially with Lys-C and trypsin at a 1:100 protease-to-peptide ratio for 4 and 12 h, respectively. The digestion reaction was terminated by the addition of formic acid to 5% (v/v) with centrifugation. Each sample was then desalted with C18 tips (Thermo Fisher Scientific 87784) and dried in a SpeedVac vacuum concentrator. The peptide pellet was reconstituted in 5% formic acid before analysis by liquid chromatography–tandem mass spectrometry (LC–MS/MS).

Tryptic peptide mixtures were loaded onto a 25 cm long, 75 μm inner diameter fused-silica capillary, packed in-house with bulk 1.9 μM ReproSil-Pur beads with 120-Å pores. Peptides were analysed using a 140-min water–acetonitrile gradient delivered by a Dionex Ultimate 3000 UHPLC (Thermo Fisher Scientific), operated initially at a flow rate of 400 nl per min with 1% buffer B (acetonitrile solution with 3% dimethyl sulfoxide (DMSO) and 0.1% formic acid) and 99% buffer A (water solution with 3% DMSO and 0.1% formic acid). Buffer B was increased to 6% over 5 min, at which time the flow rate was reduced to 200 nl per min. A linear gradient from 6–28% B was applied to the column over the course of 123 min. The linear gradient of buffer B was then further increased to 28–35% for 8 min followed by a rapid ramp up to 85% for column washing. Eluted peptides were ionized using a Nimbus electrospray ionization source (Phoenix S&T) by application of a distal voltage of 2.2 kV.

The spectra were collected using data-dependent acquisition on an Orbitrap Fusion Lumos Tribrid mass spectrometer (Thermo Fisher Scientific) with an MS1 resolution of 120,000, followed by sequential MS2 scans at a resolution of 15,000. Data generated by LC–MS/MS were searched using the Andromeda search engine integrated into the MaxQuant bioinformatic pipelines against the Uniprot *M. musculus* reference proteome (UP000000589 9606) and then filtered using a ‘decoy’ database-estimated FDR < 1%. Label-free quantification (LFQ) was performed by integrating the total extracted ion chromatogram of peptide precursor ions from the MS1 scan. These LFQ intensity values were used for protein quantification across samples. Statistical analysis of differentially expressed proteins was done using the Bioconductor package ArtMS. To generate a list of proteins with high confidence, all mitochondrial proteins including carboxylases and dehydrogenases were manually filtered because they are artefacts of endogenously biotinylated proteins. Proteins with a log_2_-transformed fold change (log_2_FC) > 1 and FDR < 0.05 versus GFP controls were considered putative hits and used for subsequent comparisons between subcompartments and cell types. To account for variations in pull-down efficiency, all proteins and their LFQ values were normalized to pyruvate carboxylase (Uniprot ID Q05920). Downstream analysis was conducted only on proteins with non-zero LFQ values in three or more experimental replicates. Data analysis for whole bulk tissue analyses was performed identically, except that samples were normalized by median intensity. The gene ontology (GO) enrichment analysis for cellular compartments and biological function was performed using the PANTHER overrepresentation test (GO ontology database released 2020-01-01) with FDR < 0.05 with all *M. musculus* genes used as a reference, and with STRING (https://string-db.org/) with a confidence score of 0.5 and with all *M. musculus* genes used as a reference. The GO pathway analysis for the *Crym*-BioID2 interactome was done with Enrichr (https://maayanlab.cloud/Enrichr/).

#### Protein networks and protein–protein interaction analysis

Network figures were created using Cytoscape (v.3.8) with nodes corresponding to the gene name for proteins identified in the proteomic analysis. A list of protein–protein interactions from published datasets was assembled using STRING. In all networks, node size is proportional to the fold enrichment over GFP control. To identify interactors of µ-crystallin protein, Significance Analysis of INTeractome (SAINTexpress) was used with an FDR cut-off of 0.05. The Bioconductor artMS package was used to reformat the MaxQuant results to make them compatible with SAINTexpress.

### PLA

The PLA detects native interacting proteins within about 40 nm of each other. Fixed-frozen tissue was processed as described in previous sections. Serial coronal sections (20 μm) containing striatum sparsely labelled with astrocyte-specific AAV2/5 GfaABC_1_D-tdTomato were prepared using a cryostat microtome (Leica) at −20 °C and mounted immediately onto glass slides. PLAs were performed using the Sigma-Aldrich Duolink PLA fluorescence protocol (Sigma-Aldrich DUO92101 and DUO92013). Sections were baked for 30 min at 60 °C. Sections were washed for at least 15 min in 0.1 M PBS. After washing, sections were incubated in 1× citrate pH 6.0 antigen retrieval buffer (Sigma, C999) for 10 min at 90 °C. After washing three times in 0.2% Triton-X in PBS (PBS-T), the sections were blocked for 45 min at room temperature with 5% donkey serum (Sigma D9663) in PBS-T. Sections were then incubated with the following primary antibodies overnight at 4 °C: rabbit anti-USP9X (1:250, Proteintech 55054-1-AP); rabbit anti-MAPT (1:250, Thermo Fisher Scientific PA-10005); mouse anti-µ-crystallin (1:125, Santa Cruz sc-376687); and guinea pig anti-RFP (1:500; Synaptic Systems 390004). Sections were then incubated with PLA probe cocktail containing the anti-rabbit PLUS primer probe (DUO92002) and the anti-mouse MINUS primer probe (DUO92004) for 1 h at 37 °C. The sections were washed twice in 1× wash buffer A (DUO82049). Sections were then incubated with ligation solution containing ligase for 30 min at 37 °C. Sections were once again washed twice with 1× wash buffer A and then incubated with amplification solution containing DNA polymerase for at least 3 h at 37 °C. Sections were then washed twice in 1× wash buffer B (DUO82049) and then washed in 0.01× wash buffer B. To amplify the tdTomato signal, sections were then incubated with donkey anti-guinea pig Cy3 (1:500; Jackson ImmunoResearch 706-165-148) for 45 min at room temperature. Sections were washed twice with PBS and then coverslips were mounted with DuoLink mounting medium with DAPI (DUO82040). Images were obtained in the same way as for IHC (described above) with a step size of 1 μm. Images were processed using Image J (v.2.1). Astrocyte territories were identified from tdTomato fluorescence, and the number of puncta within each territory was measured. Two negative controls were performed. The first was the same experiment as described above, but for astrocytes located in the dorsolateral striatum that lack μ-crystallin. The second was an independent experiment without the anti-rabbit PLUS primer probe.

### Statistical analysis

Statistical tests were run in OriginPro 2017 (OriginLab, v.9.4.2). Summary data are presented as mean ± s.e.m. Sample sizes were not determined in advance and were based on past studies that are cited at the relevant sections of the manuscript and methods. Statistical tests were chosen as described below. All replicates were biological, not technical. Blinding was not done. For each set of data to be compared, we used OriginPro to determine whether the data were normally distributed or not. If they were normally distributed, we used parametric tests. If the data were not normally distributed, we used non-parametric tests. Paired or unpaired Student’s *t*-test, Wilcoxon signed-rank test, or Mann–Whitney tests were used for statistical analyses with two samples (as appropriate). One-way ANOVA, two-way ANOVA or repeated two-way ANOVA tests followed by Tukey’s post-hoc test were used for statistical analyses with more than three samples. Significant differences were defined as *P* < 0.05 and are indicated as such throughout.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-07138-0.

### Supplementary information

Supplemental Figure 1 Raw western blots for *Crym*-BioID2 validation.

Reporting Summary

Peer Review File

Supplementary Table 1 AAV constructs and Addgene IDs.

Supplementary Table 2 scRNA-seq data for genes enriched in *Crym*+ astrocytes as well as those shared with other striatal astrocytes.

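The sheets of this table on *Crym*+ astrocytes list 127 enriched and 50 depleted genes, *Crym* included, 177 of the paper's 178. The sheet of genes shared by astrocytes is shortened in the copy used, so no overlap or set test on the table is reported. Of the 126 other enriched genes 120 were tested here, and 96 of them were higher in *Crym*+ cells. Of the 50 depleted genes 36 were tested, and 36 were lower. Together 132 of 156, or 84.6%, had the sign of the table. The lists were chosen on cells that may include these, so the tally is a description and not independent evidence. It was lowest, at 70.2%, with cells thinned to 2000 UMIs. Of the 461 genes called here 76 are in the lists, 67 with the table's sign and 9 with the opposite one, and 80 listed genes that were tested were not called. *Aldoc* was higher in *Crym*+ cells by 0.28 (standard error 0.082, adjusted p = 0.026 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and did not pass with DESeq2, without the block, with cells thinned to 1000 UMIs or with UMI totals matched. *Gdf10* (ENSMUSG00000021943; chromosome 14, 33923587 to 33937983) was higher by 0.38 and did not pass, although it did with doublets kept, with at least 500 detected genes, with cells of 20% or more mitochondrial UMIs left out and with all genes tested. *Dio2* (ENSMUSG00000007682; chromosome 12, 90724552 to 90738438) had a log2 fold change of -0.39 and passed at an adjusted p of 0.0466 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was -0.79 in library 1 and 0.020 in library 2, so its call rests on library 1, and it lost the call with DESeq2, without the block and with cells thinned to either depth, among others. *Cldn11* (ENSMUSG00000037625; chromosome 3, 31149920 to 31164324), a myelin gene, was lower, with a log2 fold change of -0.79 (standard error 0.14, adjusted p = 1.4e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -1.07 in library 1 and -0.13 in library 2, and with UMI totals matched it was -0.026 and did not pass. *Bin1* (ENSMUSG00000024381; chromosome 18, 32377230 to 32435737) had a log2 fold change of -0.57 and passed, with -0.78 in library 1 and -0.14 in library 2, but not with UMI totals matched, where it was -0.062. *Gltp* (-0.52) did not pass. *Ank3*, *Cacnb4*, *Hba-a1*, *Pllp* and *Arpc1b* were found in under 10% of the cells of both groups and were not tested. With every gene that had at least 1 count tested, *Pllp* (-0.82) and *Hba-a1* (-2.81) were lower and passed. *Hba-a1* rests on library 1, with 57 UMIs (26.4 CPM) in *Crym*+ and 431 (209.7 CPM) in *Crym*- cells, against 4 (1.70 CPM) and 5 (2.67 CPM) in library 2.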

Supplementary Table 3 RiboTag RNA-seq data for astrocytes from *Crym* KO and controls.

Supplementary Table 4 The μ-crystallin interactome

Supplementary Table 5 Results of all statistical tests used.

### Source data

Source Data Fig. 1–5

Source Data Extended Data Fig. 1–14

## Data Availability

scRNA-seq data have been deposited in the GEO (GSE225741). Raw and normalized RNA-seq data from all experimental groups have been deposited in the GEO (GSE228506). Proteomic data are provided at PRIDE (https://www.ebi.ac.uk/pride/archive/projects/PXD040991). scRNA-seq data for genes enriched in *Crym*^+^ astrocytes as well as those shared with other striatal astrocytes are provided in Supplementary Table 2. RiboTag RNA-seq data for astrocytes from *Crym* KO and control mice are provided in Supplementary Table 3. The μ-crystallin interactome is provided in Supplementary Table 4. The results of statistical comparisons, *n* numbers and *P* values are shown in the figures or figure legends and are reported in Supplementary Table 5. Source data are provided with this paper.

## References

[1] Khakh BS, Deneen B (2019). The emerging nature of astrocyte diversity. Annu. Rev. Neurosci..

[2] Haim LB, Rowitch DH (2017). Functional diversity of astrocytes in neural circuit regulation. Nat. Rev. Neurosci..

[3] Khakh BS, Sofroniew MV (2015). Diversity of astrocyte functions and phenotypes in neural circuits. Nat. Neurosci..

[4] Kinney CJ, Bloch RJ (2021). µ-Crystallin: a thyroid hormone binding protein. Endocr. Regul..

[5] Piantadosi SC (2021). Transcriptome alterations are enriched for synapse-associated genes in the striatum of subjects with obsessive-compulsive disorder. Transl. Psychiatry.

[6] Hodges A (2006). Regional and cellular gene expression changes in human Huntington’s disease brain. Hum. Mol. Genet..

[7] Lee H (2020). Cell type-specific transcriptomics reveals that mutant huntingtin leads to mitochondrial RNA release and neuronal innate immune activation. Neuron.

[8] Roth BL (2016). DREADDs for neuroscientists. Neuron.

[9] Hotz G, Helm-Estabrooks N (1995). Perseveration. Part I: a review. Brain Inj..

[10] Sandson J, Albert ML (1984). Varieties of perseveration. Neuropsychologia.

[11] Oosterloo M, Craufurd D, Nijsten H, van Duijn E (2019). Obsessive-compulsive and perseverative behaviors in Huntington’s disease. J. Huntingtons Dis..

[12] Roman OC, Stovall J, Claassen DO (2018). Perseveration and suicide in Huntington’s disease. J. Huntingtons Dis..

[13] Lee HG, Wheeler MA, Quintana FJ (2022). Function and therapeutic value of astrocytes in neurological diseases. Nat. Rev. Drug Discov..

[14] Chai H (2017). Neural circuit-specialized astrocytes: transcriptomic, proteomic, morphological and functional evidence. Neuron.

[15] Endo F (2022). Molecular basis of astrocyte diversity and morphology across the CNS in health and disease. Science.

[16] John Lin CC (2017). Identification of diverse astrocyte populations and their malignant analogs. Nat. Neurosci..

[17] Siletti K (2023). Transcriptomic diversity of cell types across the adult human brain. Science.

[18] Yao Z (2023). A high-resolution transcriptomic and spatial atlas of cell types in the whole mouse brain. Nature.

[19] Hallen A, Cooper AJ, Jamie JF, Haynes PA, Willows RD (2011). Mammalian forebrain ketimine reductase identified as μ-crystallin; potential regulation by thyroid hormones. J. Neurochem..

[20] Aksoy O, Hantusch B, Kenner L (2022). Emerging role of T3-binding protein μ-crystallin (CRYM) in health and disease. Trends Endocrinol. Metab..

[21] Fink KL, Strittmatter SM, Cafferty WB (2015). Comprehensive corticospinal labeling with μ-crystallin transgene reveals axon regeneration after spinal cord trauma in *ngr1*^*−/−*^ mice. J. Neurosci..

[22] Walker DM (2022). Crystallin mu in medial amygdala mediates the effect of social experience on cocaine seeking in males but not in females. Biol. Psychiatry.

[23] Yu X (2020). Context-specific striatal astrocyte molecular responses are phenotypically exploitable. Neuron.

[24] Francelle L (2015). Loss of the thyroid hormone-binding protein Crym renders striatal neurons more vulnerable to mutant huntingtin in Huntington’s disease. Hum. Mol. Genet..

[25] Diaz-Castro B, Gangwani M, Yu X, Coppola G, Khakh BS (2019). Astrocyte molecular signatures in Huntington’s disease. Sci. Transl. Med..

[26] Stanley G, Gokce O, Malenka RC, Südhof TC, Quake SR (2020). Continuous and discrete neuron types of the adult murine striatum. Neuron.

[27] Heiman M (2008). A translational profiling approach for the molecular characterization of CNS cell types. Cell.

[28] Prager EM, Plotkin JL (2019). Compartmental function and modulation of the striatum. J. Neurosci. Res..

[29] Octeau JC (2018). An optical neuron–astrocyte proximity assay at synaptic distance scales. Neuron.

[30] Blanco-Suarez E, Liu TF, Kopelevich A, Allen NJ (2018). Astrocyte-secreted chordin-like 1 drives synapse maturation and limits plasticity by increasing synaptic GluA2 AMPA receptors. Neuron.

[31] Huang AY (2020). Region-specific transcriptional control of astrocyte function oversees local circuit activities. Neuron.

[32] Platt RJ (2014). CRISPR–Cas9 knockin mice for genome editing and cancer modeling. Cell.

[33] Yu X, Nagai J, Khakh BS (2020). Improved tools to study astrocytes. Nat. Rev. Neurosci..

[34] Dhamne SC (2017). Replicable in vivo physiological and behavioral phenotypes of the *Shank3B* null mutant mouse model of autism. Mol. Autism.

[35] Welch JM (2007). Cortico-striatal synaptic defects and OCD-like behaviours in *Sapap3*-mutant mice. Nature.

[36] Hintiryan H (2016). The mouse cortico-striatal projectome. Nat. Neurosci..

[37] Ahmari SE (2013). Repeated cortico-striatal stimulation generates persistent OCD-like behavior. Science.

[38] Zucker RS, Regehr WG (2002). Short-term synaptic plasticity. Annu. Rev. Physiol..

[39] Sohal VS, Rubenstein JLR (2019). Excitation-inhibition balance as a framework for investigating mechanisms in neuropsychiatric disorders. Mol. Psychiatry.

[40] Kirischuk S (2022). Keeping excitation-inhibition ratio in balance. Int. J. Mol. Sci..

[41] Minelli A, DeBiasi S, Brecha NC, Zuccarello LV, Conti F (1996). GAT-3, a high-affinity GABA plasma membrane transporter, is localized to astrocytic processes, and it is not confined to the vicinity of GABAergic synapses in the cerebral cortex. J. Neurosci..

[42] Wójtowicz AM, Dvorzhak A, Semtner M, Grantyn R (2013). Reduced tonic inhibition in striatal output neurons from Huntington mice due to loss of astrocytic GABA release through GAT-3. Front. Neural Circuits.

[43] Lee JM (2022). Generation of astrocyte-specific MAOB conditional knockout mouse with minimal tonic GABA inhibition. Exp. Neurobiol..

[44] Sardar D (2023). Induction of astrocytic Slc22a3 regulates sensory processing through histone serotonylation. Science.

[45] Cheng YT (2023). Social deprivation induces astrocytic TRPA1-GABA suppression of hippocampal circuits. Neuron.

[46] Gassmann M, Bettler B (2012). Regulation of neuronal GABA_B_ receptor functions by subunit composition. Nat. Rev. Neurosci..

[47] Kirmse K, Kirischuk S, Grantyn R (2009). Role of GABA transporter 3 in GABAergic synaptic transmission at striatal output neurons. Synapse.

[48] Soto JS (2023). Astrocyte and neuron subproteomes and obsessive-compulsive disorder mechanisms. Nature.

[49] Yu W, Clyne M, Khoury MJ, Gwinn M (2010). Phenopedia and Genopedia: disease-centered and gene-centered views of the evolving knowledge of human genetic associations. Bioinformatics.

[50] Divakaruni AS (2017). Inhibition of the mitochondrial pyruvate carrier protects from excitotoxic neuronal death. J. Cell Biol..

# Supplementary material for: Crym-positive striatal astrocytes gate perseverative behaviour
**Source:** Nature. 2024 Feb 28;627(8003):358–66. doi: 10.1038/s41586-024-07138-0
**Supplement:** Supplementary file 1 — Raw western blots for Crym-BioID2 validation.

---

**Supplementary information**

---

***Crym*-positive striatal astrocytes gate perseverative behaviour**

---

In the format provided by the  
authors and unedited

Corresponding to Extended data Figure 13f

Streptavidin-HRP

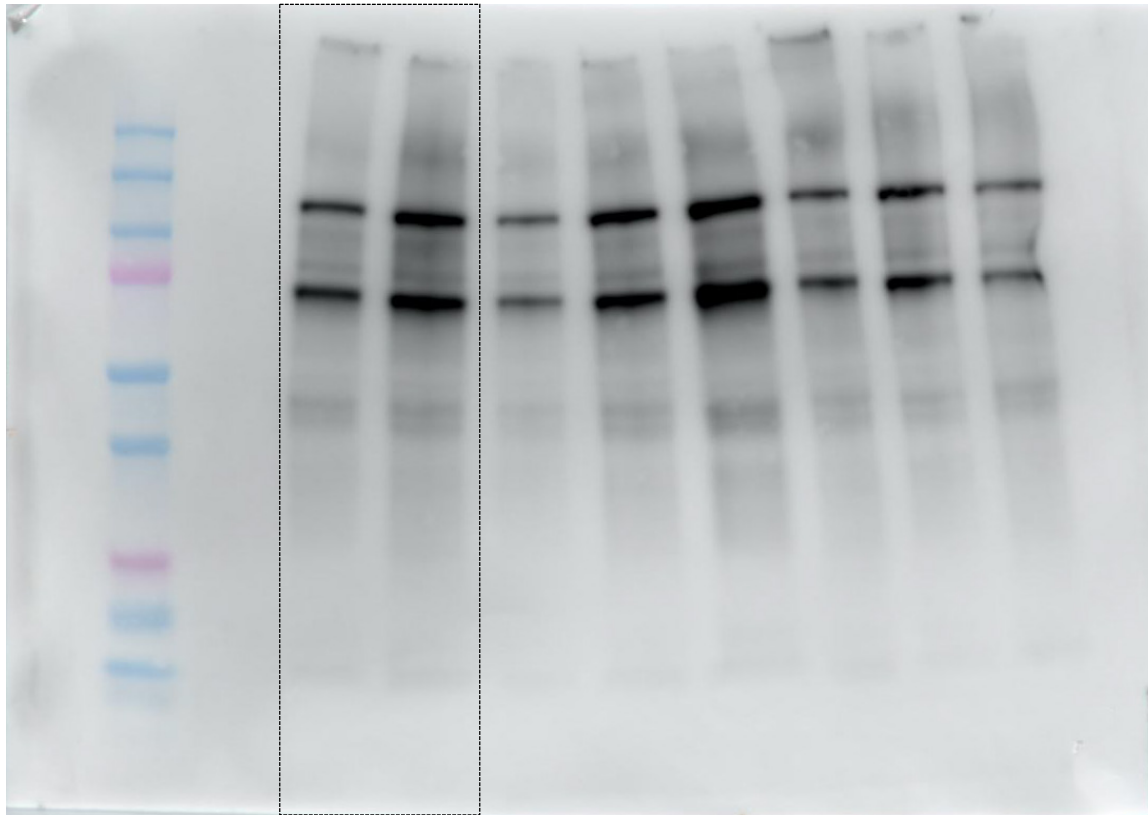

Beta-actin

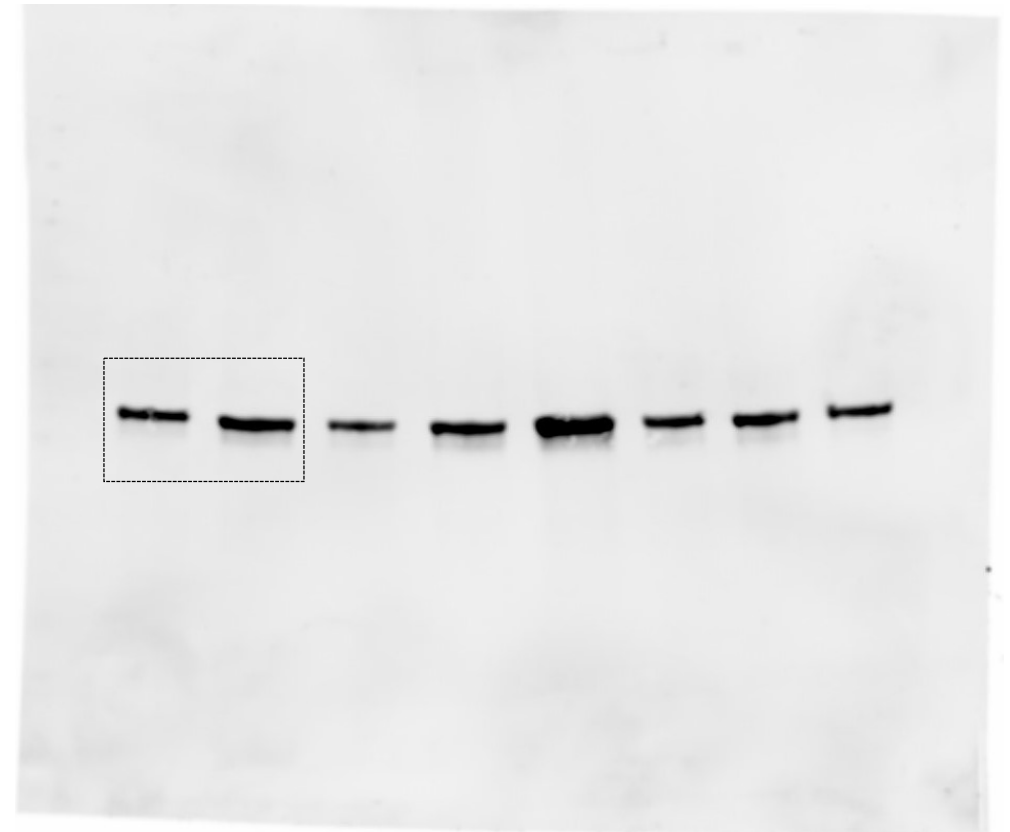

Supplementary Fig 1: Both images represent the same blot. Left image shows chemiluminescence signal, while right blot show fluorescence. Please see methods for further details.

How the deposited data were processed for this re-analysis (not part of the article)

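Single-cell RNA was measured in 2 10x Genomics libraries of dissociated striatum from untreated adult mice, replicates 1 and 2 of 1 condition. The authors made the deposited counts with CellRanger on the mouse genome mm10. Reads were assigned to genes and barcodes and collapsed to UMIs, and barcodes called cells were kept. The deposited values are raw UMI counts per gene and cell, without normalization. The paper's methods and the header of the count matrices name different CellRanger versions. The paper's filter on detected genes, doublet removal, normalization, integration and cell annotation are not part of these counts, and the cell classes were rebuilt here, so that a difference from the study can come from the rebuilt classes.

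Counts were read with python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Cells with at least 300 detected genes and genes detected in more than 3 cells were kept. The paper's wording, cells with fewer than 300 genes, was read as this minimum. Doublets were marked per library with Scrublet in scanpy 1.11.5 at an expected rate of 6%, which the paper's text does not give, and removed. Seurat 5.3.0 in R 4.3.3 scaled each cell to 10000 UMIs, took the natural log, chose 2000 variable genes, integrated the libraries by canonical correlation analysis and clustered cells on 30 principal components by the Louvain method at resolution 0.08. Of the genes reported here, 14 were left out of the clustering, *Crym*, *Gja1* and *Slc6a11* among them, as were 97 cell-cycle genes. Other named genes, such as *Agt* and *Gria1*, were not left out and could define a cluster. A cluster was named after a class when at least 3 of its markers were raised at least 2-fold over the other cells, with 10 CPM added to both sides, and at least 1 was among the 50 leading genes. The markers were fixed beforehand, but these thresholds were chosen after the counts had been examined. Gene positions are from an annotation of GRCm38, matched by gene identifier.

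A cell was called *Crym*+ when its natural log value of *Crym* was above 0.25, as in the paper. Shares of cells carry exact binomial intervals and levels in CPM carry exact Poisson intervals, both at 95% and both covering counting error only. For comparisons between depths, cells were thinned to 1000 or 2000 UMIs, and shallower cells, 464 or 1155 of the astrocyte-like cells, were left out. In another alternative, equal numbers of *Crym*+ and *Crym*- cells were drawn from each library and range of UMI totals, with 4 ranges per doubling.

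Counts were summed per library and class, or per library and *Crym* group, and fitted in edgeR 4.0.16 with TMM factors and the quasi-likelihood test, with the library as a block. Both groups of a library come from the same suspension, so the block follows from the design. Classes with at least 20 cells in each library entered 1 fit over genes kept by filterByExpr. The *Crym* comparison tested genes detected in at least 10% of the cells of either group. Fold changes of single libraries used a prior count of 2, whereas fitted fold changes used edgeR's default. For genes of few counts these can differ in scale. P-values were adjusted by the method of Benjamini and Hochberg over the genes tested, at a threshold of 0.05. With 2 libraries the *Crym* comparison has little to estimate the spread from, so its p-values lean on the spread shared between genes. On simulated counts with 200 of 6033 genes changed, the *Crym* fit recovered 100% of them, with 6 false calls. In random divisions of the real astrocyte-like cells within library and range of UMI totals it called more, with a median of 70 genes over 50 divisions. On simulated class sums of 13532 genes the class fits recovered from 46% to 75% of 200 changed genes. In these simulations every gene had the same spread and each change was at least 2-fold. They therefore say little about smaller changes or genes of unequal spread.

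The text names *Crym*, the genes that the paper labels for these data, *S100b* and *Maob*, the 5 genes with the largest fold change in each of the 2 sheets of Supplementary Table 2 on *Crym*+ astrocytes, and the 5 largest rises and 5 largest falls among genes past the threshold that moved the same way in both libraries. *Agt1*, a label of the paper, is not among the gene names of the counts. These sheets hold 177 of the paper's 178 genes, so only a tally of signs is given, and the set tests intended for them are not reported.

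The alternatives were DESeq2 1.42.0 with its size factors and Wald test, library sizes alone in place of TMM, no block, a resolution of 0.32, doublets kept, at least 500 detected genes, cells with under 20% mitochondrial UMIs, other filters on genes, at least 1 UMI as threshold for *Crym*, thinning, matching of UMI totals, and leaving out each library in turn. A robust estimate of the spread in edgeR was added after seeing the data. Some genes that the rule names are not reported here. Data of other assays in the paper were not analysed here.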

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

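The comparison of *Fry* and *Lrp1b* with UMI totals matched, the position of *Tmem159* relative to *Crym*, the fits of *Msx1* and *Hbb-bs* by subcluster or cluster and edgeR's robust estimate of the spread were chosen only after the result was seen. The design has 1 condition, so no biological explanation was tested for any of these results.

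A cluster of 96 cells led by *Hba-a2*, *Hba-a1* and *Hbb-bt* belongs to none of the classes that the paper describes. It made up 1.25% (exact binomial 95% interval 1.00–1.55%) of library 1 and 0.211% (0.105–0.377%) of library 2. Free hemoglobin RNA in droplets of other cells would leave most UMIs to other genes. Instead 4 hemoglobin genes took 88.9% of the UMIs of these cells, 89.5% in library 1 and 84.0% in library 2, against at most 0.823% in a named class, which argues against that explanation. What these cells are was not tested, and with at least 500 detected genes per cell the cluster was not found.

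*Tmem159* rose most in *Crym*+ cells, with a log2 fold change of 2.72 (1.99 in library 1 and 3.59 in library 2), and the paper's text and its sheets on *Crym*+ astrocytes do not list it. It lies near *Crym*, but 65387 bases separate the annotated genes, which argues against reads shared by overlapping genes. With UMI totals matched the mean log2 ratio of CPM was 3.31. The ratio was 4.27 (95% interval 2.25–8.80, from 51 and 12 UMIs) in library 1 and 22.9 (5.99–195, from 46 and 2 UMIs) in library 2, which argues against the higher UMI totals of *Crym*+ cells as the whole cause. A rise of all genes around *Crym* cannot be told apart from a rise of *Tmem159* alone, because only 2 other genes within 500000 bases were tested. Of these 0 were higher past the threshold, with *Uqcrc2* at 0.21 (standard error 0.10) and *Mosmo* at 0.31 (standard error 0.16), both named after their values were seen.

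*Msx1*, which the paper's text and these sheets do not list either, was higher in *Crym*+ cells by 1.15, with 1.35 in library 1 and 0.94 in library 2. With UMI totals matched the mean log2 ratio of CPM was 1.38. The ratio was 3.88 (95% interval 1.65–10.5) in library 1 and 1.75 (1.05–2.99) in library 2, above 1 in both, which argues against higher UMI totals as the whole cause. Without the astrocyte subcluster of the fewest *Crym*+ cells it was 0.99 (standard error 0.27, adjusted p = 0.0120). With a block for each library and cluster it was 0.98 (standard error 0.28) and did not pass (adjusted p = 0.0555), and within the shallow and the deep cluster alone it was 1.02 and 0.96 without passing (adjusted p = 0.470 and 0.299). The mix of clusters therefore stays open for this call. Without the library as a block its adjusted p was 0.888, the largest over its alternatives. These adjusted p are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. RNA from other cells was not tested for *Msx1*.

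*Hbb-bs* was lower in *Crym*+ cells by a log2 fold change of -1.94, with -2.21 in library 1 and -0.42 in library 2, although it is a hemoglobin gene. A candidate explanation is that a few cells hold most of its UMIs. The 5 astrocyte-like cells with the most held 51.0% of them, all in library 1, 4 of them *Crym*-. Without these cells its level in library 1 was 99.1 CPM in *Crym*+ and 171 CPM in *Crym*- cells, against 105 and 485 CPM with them. In library 2 it was 14.9 and 19.8 CPM. At least 1 UMI was found in 33.5% of *Crym*+ and 31.9% of *Crym*- cells in library 1 and in 7.11% and 6.80% in library 2. Within the shallow cluster of astrocyte-like cells alone the log2 fold change was -0.50 and did not pass, and within the deep cluster alone it was -3.13. With at least 500 detected genes per cell the direction reversed, to 1.07, and with the robust estimate of the spread the gene did not pass (adjusted p = 0.327 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, within a range of 2.0e-148 to 0.888 over its alternatives).

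*Fry* and *Lrp1b* were lower in *Crym*+ cells, with log2 fold changes of -1.90 and -1.87, and are listed only in the sheet of Supplementary Table 2 that compares astrocytes with other cells. *Fry* was -1.31 in library 1 and -2.22 in library 2, and *Lrp1b* -1.56 and -2.05. Without the astrocyte subcluster of the fewest *Crym*+ cells the values were -1.71 and -1.78, and with UMI totals matched they were -1.61 and -1.59, each more than 2 standard errors below 0. These values argue against that subcluster and against the depth of *Crym*+ cells, each taken alone, as the whole cause. No fit left out the astrocyte subcluster led by *Gm26917*, so its part in the falls of *Fry* and *Lrp1b* was not tested. Both genes lost their call without the library as a block. RNA from other cells was not tested for these genes.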

How the results depend on the processing

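The alternatives, the rule for the named genes and the markers were set before the data were examined. Of the alternatives, edgeR's robust estimate of the spread was added after the result was seen, as was the use of matched UMI totals to weigh *Slc6a11*, *Fry*, *Lrp1b* and oligodendrocyte markers. The thresholds for naming clusters were chosen after the counts had been examined. For single genes, classes and other values beside the main results, over all alternatives but the threshold of at least 1 UMI, 408 values kept their direction and their side of the threshold or lay within the spread of the libraries, 44 were weaker, 11 stronger, 20 moved and 14 reversed.

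The library as a block had the largest effect on calls. The block is given by the design, since both *Crym* groups of a library come from 1 suspension. Without the block 1 gene passed in place of 461, 0 of the 10 markers passed in place of 4, with 4 at an unadjusted p under 0.05, and the log2 fold change of *Slc6a11* was -0.93 with an adjusted p of 0.877 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over all alternatives the adjusted p of *Slc6a11* ran from 8.3e-21 to that value. The tests of *Crym* between classes all kept their call without the block. With DESeq2 51 genes and 2 markers passed, all 51 among the 461, and *Slc6a11* was -0.86 without passing. With the robust estimate of the spread 447 genes passed, 429 of them among the 461.

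The count of genes changed when cells were thinned or matched in depth. These settings also leave out cells and genes, so depth cannot be set apart as the cause. With cells thinned to 1000 UMIs 91 genes passed of 1543 tested, at 2000 UMIs 227 of 3339, and with UMI totals matched 236 of 5397. Of the 461 genes, 241, 368 and 448 were tested there and 77, 160 and 192 passed. Fewer genes are tested in thinned cells. At 1000 UMIs 26.4% of the called genes were higher in *Crym*+ cells, against 40.4% without thinning. This share was 37.9% at 2000 UMIs and 38.1% with UMI totals matched. The share of genes with the sign of Supplementary Table 2 fell from 84.6% to 72.6%, 70.2% and 72.4% in these settings. *Slc6a11* kept its direction under every alternative and passed under all but DESeq2 and the missing block among those with a test.

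Shares of cells moved with depth and with the filters. *Crym* was found in 33.8% of astrocyte-like cells at 1000 UMIs. *Gja1* was found in 91.2% at 2000 UMIs. *Aldoc* was found in 80.1% with doublets kept, 88.7% with at least 500 detected genes, 80.0% at 1000 UMIs and 92.1% at 2000 UMIs, and *Slc1a2* in 91.2%, 98.9% and, at 2000 UMIs, 99.8%, and in 99.5% with cells of 20% or more mitochondrial UMIs left out. Astrocyte-like cells made up 20.8% of cells with doublets kept, 17.9% with at least 500 detected genes and 12.2% with the mitochondrial filter, where a neuron-like cluster of 1515 cells formed. At resolution 0.32 a progenitor-like class split off and the cell-cycle genes of neuroblast-like cells fell to 4159 CPM. The causes of the other changes were not tested.

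Directions reversed for *Gja1*, *Slc1a2*, *Slc1a3* and *S100b*, which had not passed the threshold. They also reversed for *Dio2* (-0.39) and *Hbb-bs* (-1.94), which had. *Gja1* was -0.19 at 1000 UMIs, -0.00039 at 2000 UMIs and -0.00042 with UMI totals matched, and *Slc1a2* was -0.031 at 1000 UMIs. *Slc1a3* and *S100b* were 0.00016 and 0.0066 with library sizes alone, 0.031 and 0.0019 with doublets kept, 0.028 and 0.034 with filterByExpr and 0.047 and 0.053 with all genes tested. *Dio2* was 0.021 without library 1 and -0.79 without library 2. *Hbb-bs* was 1.07 with at least 500 detected genes. The cause of these reversals was not tested, apart from the cells that hold most *Hbb-bs* UMIs.

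With 1 library left out no test is possible, and counts of called genes, of markers called and of subclusters have no value. Across the 2 fits that each left out 1 library, the share of astrocyte-like cells ran from 18.8% to 19.6%, the share with *Crym* from 37.7% to 44.5%, with *Gja1* from 70.5% to 85.7%, with *Aldoc* from 82.7% to 86.8% and with *Slc1a2* from 94.5% to 98.0%. The cell-cycle genes of neuroblast-like cells ran from 15111 to 18170 CPM, the smallest log2 fold change of *Crym* over a class from 3.00 to 4.26, *Slc6a11* from -1.19 to -0.53 and the share of genes with the table's sign from 77.6% to 82.7%. The threshold of at least 1 UMI selects the same cells as the log value, so it moved nothing and says nothing about stability. The set tests intended for Supplementary Table 2 are not reported, since the sheets hold 177 of the paper's 178 genes.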

Differences from the paper's values

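Values of the paper are marked as the paper's. The comparisons here use no test chosen after the result was seen, but the thresholds for naming clusters, on which the classes rest, were chosen after the counts had been examined. The paper's initial dataset held 64,836 cells, against 12415 barcodes here, and its UMAP shows 39,156 cells, against 11995 analysed here. The paper counts 2,126 *Crym*+ and 2,093 *Crym*- astrocytes, against 938 and 1374. With doublets kept *Crym*- cells were 1577, within 1.5 times the paper's, and none of the alternatives set before the data were examined closed the other gaps. The paper's 178 genes stand against 461. With cells thinned to 2000 UMIs 227 and with UMI totals matched 236 genes passed, within 1.5 times the paper's, and the other alternatives did not come that close.

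Shares of classes in Fig. 1b were read by eye over the paper's 39,156 cells. Astrocytes are about 11% in Fig. 1b, against 19.2% of 11995 cells here. They were 12.2% with cells of 20% or more mitochondrial UMIs left out, the alternative that does not differ. In that setting astrocyte-like cells fell from 2312 to 1310 while neuron-like cells rose from 650 to 1515. The astrocyte-like share therefore came nearer together with a change of classes. Neurons are about 23% in Fig. 1b, read by eye, against 5.37%. The share was nearest, at 13.2% (17.9% in library 1 and 8.44% in library 2), with the same mitochondrial filter, where a neuron-like cluster of 1515 cells formed, and no alternative closed that gap. OPCs are about 15% in Fig. 1b, read by eye, against 5.50%, and 14.0% with at least 500 detected genes, the alternative that does not differ. There an additional OPC-like cluster of 930 cells formed, with 4 of 9 markers raised and 17.2% mitochondrial UMIs, while oligodendrocyte-like cells fell from 20.1% to 13.4%, so the share came nearer together with a change in how clusters were named. The denominators differ.

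Fold changes of Supplementary Table 2 are compared with the difference of log2 of 1 plus the mean of unlogged values. The paper's text does not state the table's scale, or whether its fold changes rest on counts or on integrated values. It is therefore not known whether both sets of fold changes measure the same thing. *Slc6a11* is 0.962 in the paper's table and -0.66 here, and *Dio2* 0.798 and -0.23, *Hba-a1* 1.02 and -0.45, with opposite signs. *Gja1* is 0.321 in the paper's table and 0.072 here, *Slc1a3* 0.285 and 0.048, and *Gdf10* 0.695 and 0.13. Of the depleted genes *Ank3* is -0.251 in the paper's table and -0.044 here, *Cacnb4* -0.274 and -0.044, *Pllp* -1.85 and -0.30, *Bin1* -1.75 and -0.23, *Arpc1b* -1.31 and -0.081 and *Gltp* -1.26 and -0.11. None of the alternatives set before the data were examined closed these gaps. *Aldoc* is 0.559 in the paper's table and 0.43 here. It came nearer with doublets kept (0.54) and with cells of 20% or more mitochondrial UMIs left out (0.59), but under every alternative the gap stayed above the SD of 0.0152 over the 2 libraries. *Sox9* is 0.266 in the paper's table and 0.38 here, and did not differ with at least 500 detected genes (0.25), with cells of 20% or more mitochondrial UMIs left out (0.30), at 1000 UMIs (0.24) and with UMI totals matched (0.21). *Apoe* is 0.357 in the paper's table and 0.34 here, and did not differ with at least 500 detected genes or with UMI totals matched, at 0.35 in both. *Six3* is 0.456 in the paper's table and 0.37 here, and did not differ with cells of 20% or more mitochondrial UMIs left out (0.44) and at 2000 UMIs (0.45).

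The paper's table gives the share of *Crym*- cells with *Crym* as 0.368, against 0 here, where no *Crym*- cell holds a *Crym* UMI. The paper's text does not state whether the table's shares rest on counts or on integrated values, so it is not known whether its shares and those here measure the same thing. It gives *Slc6a11* in 0.168 of *Crym*+ and 0.239 of *Crym*- cells, against 0.632 and 0.569 here as means over the 2 libraries. The table's shares are lower in *Crym*+ cells although its fold change is above 0. With depth made alike the shares here have the table's order, at 0.302 and 0.411 with cells thinned to 1000 UMIs, 0.522 and 0.662 at 2000 UMIs and 0.577 and 0.660 with UMI totals matched. None of the alternatives set before the data were examined closed the gaps in size.

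The paper states that *Slc6a11* is higher in *Crym*+ astrocytes, whereas it was lower here, with a log2 fold change of -0.87 in the edgeR fit, under every alternative. The paper also reports more GAT3 in astrocytes of the central than of the dorsolateral striatum, and tonic GABA currents that a GAT3 blocker removed. The values here are RNA from striatum without regions and do not test that other evidence. Of the 156 listed genes that were tested 132 had the table's sign. Among called genes 9 had the opposite sign, *Acot11*, *Atp13a4*, *C030005K06Rik*, *Dio2*, *Etnppl*, *Mical2*, *Psd2*, *Slc6a11* and *Trpm3*, each lower here. Of genes that the table lists and that are not called here, *Gdf10* passed with doublets kept, with at least 500 detected genes, with the mitochondrial filter and with all genes tested. *Pllp*, at -0.84 and -0.82, and *Hba-a1*, at -2.84 and -2.81, passed with filterByExpr and with all genes tested, *Hba-a1* in the direction opposite to the paper's. Its call rests on library 1, with 57 and 431 UMIs in *Crym*+ and *Crym*- cells, against 4 and 5 in library 2. The paper reads several markers as equally expressed, and 6 of the 10 markers had no difference past the threshold. The paper reports more astrocyte subclusters than the 4 found here.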

Other observations

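The comparison of *Slc6a11* with UMI totals matched, that of oligodendrocyte markers and the draws of astrocyte-like cells set against neuron-like cells were chosen only after the result was seen. The design has 1 condition, so no biological explanation was tested for any of these patterns.

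*Slc6a11* was lower in *Crym*+ astrocyte-like cells. With UMI totals matched its log2 fold change was -0.84, without the astrocyte subcluster of the fewest *Crym*+ cells -0.51 (standard error 0.079), and with a block for each library and cluster -0.63 (standard error 0.12). Each lies more than 2 standard errors below 0, which argues against depth, that subcluster or the mix of clusters, each taken alone, as the whole cause. They may still account for part of it, since -0.51 is smaller than the -0.87 over all cells. No fit removed them together, so a joint cause was not tested. Within the shallow cluster alone the value was -1.02, and within the deep cluster alone -0.25 with an adjusted p of 0.241 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference between these clusters was not tested. Library 1 alone gave -0.53 and library 2 alone -1.19.

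The number of genes called between *Crym*+ and *Crym*- cells was set against other divisions of the same cells. In 50 random divisions within library and range of UMI totals, from 9 to 131 genes were called, with a median of 70, and 0 divisions gave as many as 461, which argues against a random division as the source of the whole count. Random divisions still gave calls, so some of the 461 may be no more than the fit calls between groups drawn at random. In 50 divisions on other genes found in a like share of astrocyte-like cells, from 63 to 2332 genes were called, with a median of 1146.5, and 37 gave as many. The count is therefore consistent with what a division on any gene of like detection gives.

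*Crym* was found in fewer astrocyte-like cells than its level would give if it were spread evenly. At 37.7% and 44.5% it lay below the 80.5% and 91.8% of a Poisson spread at its level and the depth of each cell. Of 50 genes of like level, 0 were found in as few cells in both libraries, and their lowest shares were 51.9% and 65.6%. Few UMIs captured per cell are therefore unlikely to be the whole cause. Among cells with at least 5000 UMIs, 261 and 383 cells, *Crym* was found in 59.8% and 57.7% and *Gja1* in 99.2% and 99.7%.

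Oligodendrocyte markers were lower in *Crym*+ than in *Crym*- astrocyte-like cells, with a median log2 fold change of -0.54 over the 5 of 9 markers tested. With UMI totals matched it was -0.32, and 1 marker passed the threshold in place of 4. Oligodendrocyte RNA taking a larger share of shallow cells cannot be told apart from a difference between the groups, because few markers were tested and the median kept more than the prediction allowed while most calls were lost.

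*Crym* was found in more neuron-like cells than microglia-like or endothelial-like cells. Droplets that hold a neuron and an astrocyte would also hold *Gja1*. At 1000 UMIs, 6 of 35 neuron-like cells with *Crym* (17.1%) held *Gja1* in library 1, against 13 of 240 without (5.42%), and 0 of 15 against 3 of 193 (1.55%) in library 2, a mean of 5.09 percentage points more. Astrocyte-like cells were drawn at random, 10000 times per library, until they held the 265 and 110 *Crym* UMIs of all neuron-like cells. They brought a median of 350.4 and 149.6 *Gja1* UMIs, against the 156 and 36 found, and as few in 2.14% and 1.50% of draws, which argues against such droplets as the whole cause. For *Aldoc* 15.0% and 3.70% of draws brought as few UMIs as were found, and for *Slc1a2* 38.4% and 17.0%, so these genes exclude it less or not at all. As part of the cause such droplets cannot be told apart from neurons that express *Crym*, because the cells with *Crym* at 1000 UMIs are few and 0 of 15 gives no direction in library 2.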
